# ATAC-Seq identifies regions of open chromatin in the bronchial lymph nodes of dairy calves experimentally challenged with bovine respiratory syncytial virus

**DOI:** 10.1186/s12864-020-07268-5

**Published:** 2021-01-06

**Authors:** Dayle Johnston, JaeWoo Kim, Jeremy F. Taylor, Bernadette Earley, Matthew S. McCabe, Ken Lemon, Catherine Duffy, Michael McMenamy, S. Louise Cosby, Sinéad M. Waters

**Keywords:** ATAC-Seq, BRSV, Bovine respiratory disease, Dairy calves, Open chromatin, Gene regulation

## Abstract

**Background:**

Bovine Respiratory Syncytial Virus (BRSV) is a cause of Bovine Respiratory Disease (BRD). DNA-based biomarkers contributing to BRD resistance are potentially present in non-protein-coding regulatory regions of the genome, which can be determined using ATAC-Seq. The objectives of this study were to: (i) identify regions of open chromatin in DNA extracted from bronchial lymph nodes (BLN) of healthy dairy calves experimentally challenged with BRSV and compare them with those from non-challenged healthy control calves, (ii) elucidate the chromatin regions that were differentially or uniquely open in the BRSV challenged relative to control calves, and (iii) compare the genes found in regions proximal to the differentially open regions to the genes previously found to be differentially expressed in the BLN in response to BRSV and to previously identified BRD susceptibility loci. This was achieved by challenging clinically healthy Holstein-Friesian calves (mean age 143 ± 14 days) with either BRSV inoculum (*n* = 12) or with sterile phosphate buffered saline (PBS) (*n* = 6) and preparing and sequencing ATAC-Seq libraries from fresh BLN tissues.

**Results:**

Using Diffbind, 9,144 and 5,096 differentially accessible regions (*P* < 0.05, FDR < 0.05) were identified between BRSV challenged and control calves employing DeSeq2 and EdgeR, respectively. Additionally, 8,791 chromatin regions were found to be uniquely open in BRSV challenged calves. Seventy-six and 150 of the genes that were previously found to be differentially expressed using RNA-Seq, were located within 2 kb downstream of the differentially accessible regions, and of the regions uniquely open in BRSV challenged calves, respectively. Pathway analyses within ClusterProfiler indicated that these genes were involved in immune responses to infection and participated in the Th1 and Th2 pathways, pathogen recognition and the anti-viral response. There were 237 differentially accessible regions positioned within 40 previously identified BRD susceptibility loci.

**Conclusions:**

The identified open chromatin regions are likely to be involved in the regulatory response of gene transcription induced by infection with BRSV. Consequently, they may contain variants which impact resistance to BRD that could be used in breeding programmes to select healthier, more robust cattle.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-020-07268-5.

## Background

Rates of dairy calf mortality remain high globally, ranging from 5 to 11% [1]. In Ireland, the mortality rate for dairy calves between 0 and 6 months of age is 5.4% [2], while the pre-weaning dairy calf mortality rate in the US is 7.8% [3]. Bovine respiratory disease (BRD) accounts for the largest proportion of dairy calf mortality between 2 and 6 months of age [4]. The global prevalence of BRD in dairy calves varies greatly between studies, and ranges from 3.5 to 40% [5–10].

BRD is a disease of the upper and lower respiratory tract which results in the formation of syncytial cells in the bronchiolar epithelium and lung parenchyma, and clinical signs which include an elevated rectal temperature, increased respiratory rate, nasal and ocular discharges, cough, dyspnea, decreased appetite and depressive-like behaviour [11, 12]. Viral pathogens are generally responsible for the initiation of BRD and secondary bacterial pathogens, many of which are normally commensal in the nasopharyngeal region of the upper respiratory tract, often proliferate and exacerbate the disease [13–15].

Bovine respiratory syncytial virus (BRSV), an enveloped, negative-stranded RNA virus, is one of the primary infectious agents responsible for the onset of BRD [16, 17]. Despite BRD being a moderately heritable [18–20] multifactorial disease influenced by genetic predisposing factors, environmental conditions and husbandry management practices [10, 21], the available literature on the host genetic response to viral infections, including BRSV, is limited. An understanding of the identity of the variation within the bovine genome which confers variation in resistance to BRD is needed to incorporate genetic variants into breeding programmes designed to breed robust animals with increased resistance to BRD infection. In a previous study, we identified differentially expressed genes [22] and miRNAs (unpublished observations) in the bronchial lymph nodes (BLN) (the site of antigen presentation and activation of immune effector cells), of Holstein-Friesian calves experimentally challenged with BRSV. Additionally, the transcriptional response to infection with several pathogens involved in the bovine respiratory disease complex (BRDC) in BLN [23], lung and multiple lymphoid tissues [24] has previously been described in US Angus x Hereford crossbred beef steers. However, there is a lack of knowledge regarding the non-protein-coding regions of the genome which are involved in the regulation of the transcriptional response to BRD. Quantitative trait loci (QTL) and single nucleotide polymorphisms (SNPs) associated with BRD susceptibility [18, 20, 25–27] have been identified in dairy and beef cattle. Among these QTL, the genetic variants which are located in the regulatory regions that are actively involved in the host response to BRD, are most likely to be predictive of genetic merit for BRD resistance within and across cattle breeds. These active regulatory regions of the genome can be identified since the surrounding chromatin should be open and accessible by regulatory elements such as transcription factors.

Assay for Transposase-Accessible Chromatin using sequencing (ATAC-Seq) is a novel technique [28] used for the identification of regions of open chromatin (ROCs). Chromatin is open when it is in an uncondensed state (euchromatin) and is accessible to gene transcriptional machinery and DNA binding regulatory elements. When it is condensed and tightly wrapped around histone proteins (heterochromatin), it is in an inactive and transcriptionally inaccessible state [29]. While we have previously identified key genes that are expressed during BRSV infection [22], there is a lack of information on the specific regions of the genome that regulate the response to BRSV infection. The identification of the regions of chromatin that are open in respiratory tissues during BRSV infection will indicate the genomic regions that are transcriptionally active during infection. These regions may harbour DNA variants that affect the transcriptional immune response to BRSV and may allow the inference of genotypes with superior resistance to BRD. The objectives of the study were to: (i) identify regions of open chromatin in the BLN of dairy calves experimentally challenged with BRSV and also in control calves, (ii) elucidate the chromatin regions which were differentially or uniquely open in the BRSV challenged relative to the control calves, and (iii) compare the differentially open regions with the locations of genes previously found to be differentially expressed in the BLN in response to BRSV and with the locations of previously identified BRD susceptibility loci [18, 20, 25–27].

## Results

### Read quality, alignment and peak calling

ATAC-Seq libraries (*n* = 18) were prepared from fresh BLN tissue from BRSV challenged (*n* = 12) and control (*n* = 6) calves and sequenced on an Illumina NextSeq 500. 

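Tissue of the 18 calves was collected on day 7 after the challenge. The 12 BRSV challenged calves were housed in shed B (n = 6) and shed C (n = 6), and the 6 control calves in shed A, so that treatment cannot be told apart from the difference between shed A and the other sheds. In ATAC-Seq a transposase cuts DNA where chromatin is open, and stretches of the genome that give many fragments are called as peaks, here ROCs. The authors aligned the reads of each calf to UMD3.1, removed mitochondrial reads, unaligned reads, reads with a low MAPQ score and duplicates, and called ROCs in each calf with MACS2. The deposited list of each calf gives the position of every ROC with its fold enrichment over the background of the same library and its −log10 q, the lowest of which was 2.00. Read counts per ROC were not used here, so each ROC was taken as present or absent in a calf. According to the paper's Additional file 1, MACS2 used 17470121 ± 2866104 fragments in the BRSV challenged calves (SD, n = 12) and 14770008 ± 3396353 in the control calves (SD, n = 6), between 10703664 and 21833132 per calf. Means of groups were compared by exact permutation of the calf labels, two-sided unless a test is called one-sided.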

An average (± SD) of 46,099,035 (± 8,156,367) (2 × 75 bp) paired-end reads (i.e., 23,049,517 sequenced fragments) were generated for each sample (Additional file 1). Approximately 96% of the reads were aligned to the UMD3.1 bovine reference genome assembly. Five percent of the reads mapped to the mitochondrial genome and 14% of the reads had a MAPQ score < 10. There were, on average, 4% of sequences that were duplicated among the non-mitochondrial sequences with a MAPQ score > 10. The average non-redundant fraction was 82%. However, two samples (calf numbers 4 and 5 from the control group) had considerably lower non-redundant fractions relative to the other samples, resulting in a higher percentage of samples with a MAPQ score < 10 (Additional file 1). This indicates that these samples contained a large number of reads which could be aligned to multiple places in the reference genome with equal stringency. An average of 33,140,167 (± 64,571) reads were used for peak calling in MACS2 following the removal of duplicate reads by MACS2 (Additional file 1).

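The lists held 39105 ± 5124 ROCs per calf in the BRSV challenged calves (SD, n = 12) and 29094 ± 5933 in the control calves (SD, n = 6). The difference between these means was 10011 ROCs (exact permutation test, p = 0.00156 over 18564 splits of the calves). Of the 12 BRSV challenged calves, 9 had more ROCs than every control calf. The counts of control calves 4 and 5 are incomplete, as their lists end before chromosome X. On chromosomes 1 to 17, which every list covers, 0 of the 12 exceeded every control calf, as calf 5 had 33469 ROCs there. The difference between the means there was 4500 ROCs (exact permutation test, p = 0.0836). Without calf 5 it was 7042 (exact permutation test, p = 0.00194). With each calf left out in turn, the difference stayed between 8536 and 11088 ROCs. Without control calves 4 and 5, which the paper removed after its first PCA, the control mean was 29601 ± 5797 (SD, n = 4) and the difference was 9504 ROCs (exact permutation test, p = 0.00714). The alternative that moved the comparison most was division by the number of fragments: 2288 ± 426 ROCs per 1000000 fragments in the BRSV challenged calves (SD, n = 12) against 2119 ± 819 in the control calves (SD, n = 6), a difference within the spread of the calves (exact permutation test, p = 0.564). Shed B calves had 42516.5 ± 5145 ROCs (SD, n = 6) and shed C calves 35693 ± 1830 (SD, n = 6), and these BRSV challenged calves of different sheds differed by 6824 ROCs (exact permutation test, p = 0.0195). Against the control calves, the exact permutation p was 0.00649 for shed B and 0.0173 for shed C.

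**Figure D1:**
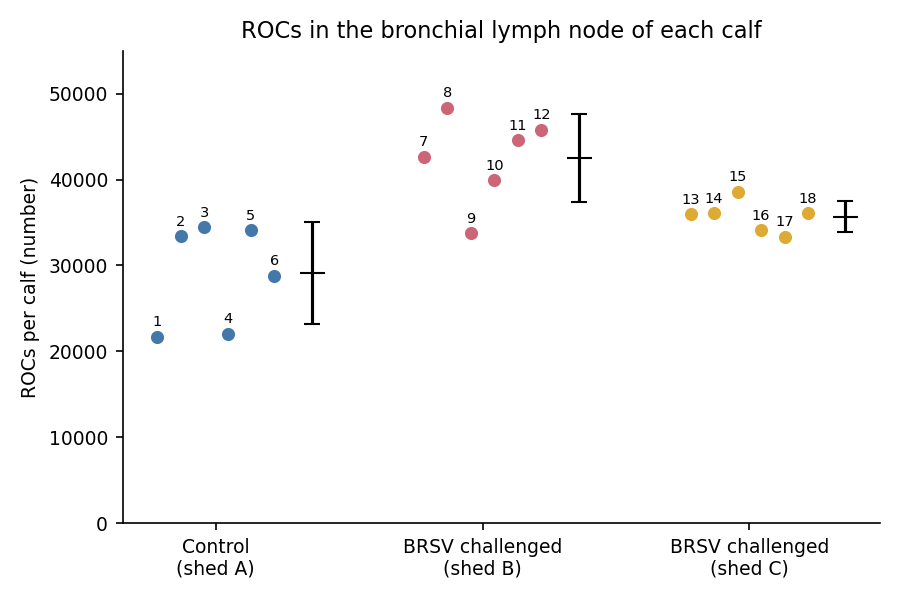
Number of ROCs (vertical axis) of each calf by treatment and shed, with one point per calf labelled by its calf ID; black marks give the mean and SD of each shed (n = 6). Control calves lie between 21720 and 34480 ROCs and BRSV challenged calves between 33347 and 48368.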

There were more regions of open chromatin detected in the BLN of the BRSV challenged calves (39,105 ± 1479) than the control calves (29,094 ± 2422) (student’s T-test; *P* = 0.0019) (Additional file 2). The Bedtools Jaccard score was used to measure of the similarity of ROCs between two samples based on the ratio of the number of base pairs present in the intersection to the number present in the unique union of ROCs predicted for each sample. The mean Jaccard score (± SEM) for samples from control calves and BRSV challenged calves was 0.46 (± 0.025) and 0.59 (± 0.004), respectively (Additional file 2). 

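The Jaccard score was computed for all 153 pairs of calves. It was 0.591 ± 0.0347 over the 66 pairs of BRSV challenged calves and 0.463 ± 0.0955 over the 15 pairs of control calves (SD over pairs). Because pairs share calves, the calf labels were permuted and not the pairs. The means differed by 0.128 (exact permutation test, p = 0.0106), and by 0.0721 without control calf 5 (exact permutation test, p = 0.0827). Pairs of a BRSV challenged and a control calf scored 0.487 ± 0.0728 (SD, 72 pairs). Pairs of the same treatment scored 0.0807 higher than pairs of different treatment (one-sided exact permutation test, p = 5.39e-05, the smallest that the splits can give). With all 18 calves this excess came from the BRSV challenged pairs, as the control pairs scored 0.463, below the 0.487 of the pairs of different treatment. These control pairs include calves 4 and 5, whose lists end before chromosome X. Without calves 4 and 5 the control pairs scored 0.539, above the 0.521 of the pairs of different treatment. Among the BRSV challenged calves, the score was 0.613 ± 0.0423 within shed B (SD, 15 pairs), 0.594 ± 0.0315 within shed C (SD, 15 pairs) and 0.581 ± 0.0285 between both sheds (SD, 36 pairs). The pairs within a shed scored 0.0223 higher than those between sheds (one-sided exact permutation test, p = 0.0130).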

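The ROC list of control calf 4 ended on chromosome 26 of UMD3.1 at position 35686884, and that of control calf 5 on chromosome 18 at position 24267872. The lists of the other 16 calves reached chromosome X. On chromosomes 1 to 17, which every list covers, calf 4 had 15671 ROCs and calf 5 had 33469. On the same chromosomes the other 4 control calves had 13561 to 22216 ROCs and the 12 BRSV challenged calves 21393 to 31420. The mean Jaccard score of calf 4 with the 17 other calves was 0.444 over the whole lists and 0.483 on chromosomes 1 to 17. For calf 5, these scores were 0.383 and 0.505. Control calves 1, 2, 3 and 6 scored 0.447 to 0.547 over the whole lists and 0.449 to 0.555 on chromosomes 1 to 17.

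**Figure D2:**
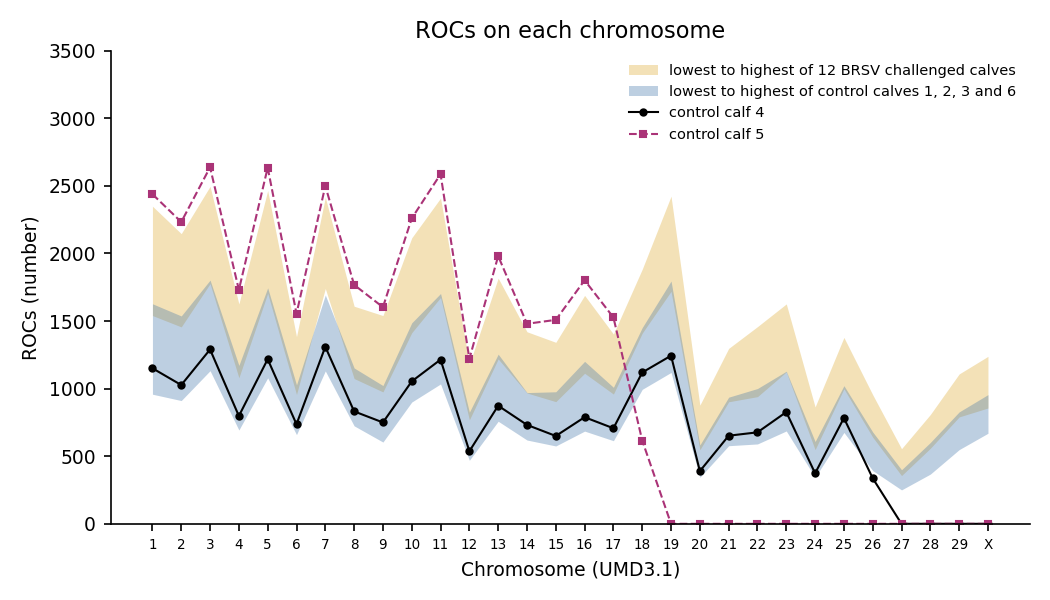
Number of ROCs (vertical axis) on each chromosome of UMD3.1 (horizontal axis). Lines with points stand for control calves 4 and 5, and the shaded bands run from the lowest to the highest of the 12 BRSV challenged calves and of control calves 1, 2, 3 and 6. Calf 5 has 616 ROCs on chromosome 18 and 0 on chromosome 19, and calf 4 has 337 on chromosome 26 and 0 on chromosome 27.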

Samples 4 and 5 from the control calves had lower Jaccard scores than the rest of the samples. Following removal of the Jaccard scores for these calves, the mean Jaccard score for the control calves increased to 0.54 (± 0.019).

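Without calves 4 and 5, the 6 remaining pairs of control calves scored 0.539 ± 0.0469 (SD over pairs). The BRSV challenged pairs scored 0.0521 higher than these (exact permutation test, p = 0.246), a difference not detected with 4 control calves. Pairs of the same treatment still scored higher than pairs of different treatment, by 0.0654 (one-sided exact permutation test, p = 0.000549, the smallest that 1820 splits can give). With all 18 calves on chromosomes 1 to 17, a comparison chosen after the data had been seen, the BRSV challenged pairs scored 0.0830 higher than the control pairs (exact permutation test, p = 0.0129).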

### Diffbind analysis

The consensus peakset generated by Diffbind contained 57,504 ROCs, defined by overlapping ATAC-Seq reads across all samples. 

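Merging ROCs that overlapped by at least 1 bp, and keeping the merged ROCs of at least 2 calves, gave 59765 consensus ROCs over the 18 calves and 57504 over the 16 calves without calves 4 and 5. The consensus of the 16 calves covered 33919669 bp, with a median width of 502 bp. Of its ROCs, 15312 (26.6%) had a peak in every calf and 7355 (12.8%) in 2 calves alone. Over the 18 calves, 80359 ROCs were kept when 1 calf sufficed and 51942 when 3 calves were needed.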

Fifty percent (28,635) of the ROCs were within 2 kb upstream of protein-coding (non-mitochondrial or Y chromosome) genes (Additional file 3). Ninety-three percent (26,518) of the ROCs within 2 kb upstream of a gene were closest to a gene expressed in the BLN (Additional file 3). Of the protein-coding genes expressed in the BLN [22], 82% (11, 047) had a ROC either within the gene or within 2 kb upstream of the gene. Twenty-two percent (1450) of the protein coding genes not expressed in the BLN had a ROC either within the gene or within 2 kb upstream of the gene. Forty-seven percent (27,061) of the ROCs were located within protein-coding genes (Additional file 3). Ninety-three percent (25,192) of ROCs located within protein-coding genes were closest to a gene expressed in the BLN (Additional file 3). Of the protein-coding genes expressed in the BLN [22], 80% (10,734) had a ROC within the gene body.

A principal component analysis (PCA) plot produced in Diffbind showed that calf ID samples 4 and 5 differed from all other samples (Additional file 4 (a)). These were the samples with lower library complexities indicated by their low non-redundant fractions. These samples were removed from all subsequent analyses and the new PCA plot produced revealed a separation between BRSV challenged and control calves on principal component (PC) 2 (Fig. 1, Additional file 4). 

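A PCA of the presence or absence of the consensus ROCs in the 18 calves placed 18.6% of the variance on PC1 and 12.2% on PC2. On PC2 calf 5 scored 117, and the other 5 control calves scored between -10.2 and 16.0. The BRSV challenged calves scored between -29.0 and 8.76 on PC2. Calf 4 scored 71.5 on PC1, where control calf 1 scored 74.9. In a PCA of chromosomes 1 to 17 alone, calf 5 scored 42.5 on PC2 and the other control calves 4.96 to 44.3.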

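In a PCA of ROC presence in the 12 BRSV challenged calves and control calves 1, 2, 3 and 6, PC1 held 19.6% of the variance and PC2 held 10.2%. On PC1 the BRSV challenged calves scored -13.7 ± 32.2 (SD, n = 12) and the control calves 41.0 ± 27.4 (SD, n = 4). On PC2 these scores were -9.88 ± 23.3 and 29.7 ± 19.3. Treatment explained 39.6% of PC1 and 39.8% of PC2, with the same exact permutation p of 0.0110 for each, also after Benjamini-Hochberg adjustment. The score ranges of both groups overlapped on each component. The setting that moved this most limited every list to as many of its most significant ROCs as the shortest list holds, called equal list lengths here. The PCA was run anew on these lists, so its components need not be the same axes. Treatment explained 2.56% of its PC1 (exact permutation test, adjusted p = 0.550) and 77.2% of its PC2 (exact permutation test, adjusted p = 0.00110). A real gain of open chromatin could also lengthen a list, so this setting cannot tell such a gain from a technical cause. At equal list lengths the control calves scored 14.1 to 49.5 on PC2 and the BRSV challenged calves -19.8 to 10.9. In principal coordinates of the Jaccard distances, treatment explained 48.3% of the first axis (exact permutation test, adjusted p = 0.00659) and 13.8% of the second (exact permutation test, adjusted p = 0.149). Without control calf 1, treatment explained 20.0% of PC1 (exact permutation test, adjusted p = 0.0923). Within the BRSV challenged calves, shed explained 58.8% of PC1 (exact permutation test, p = 0.00866) and 28.8% of PC2 (exact permutation test, p = 0.0736).

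**Figure D3:**
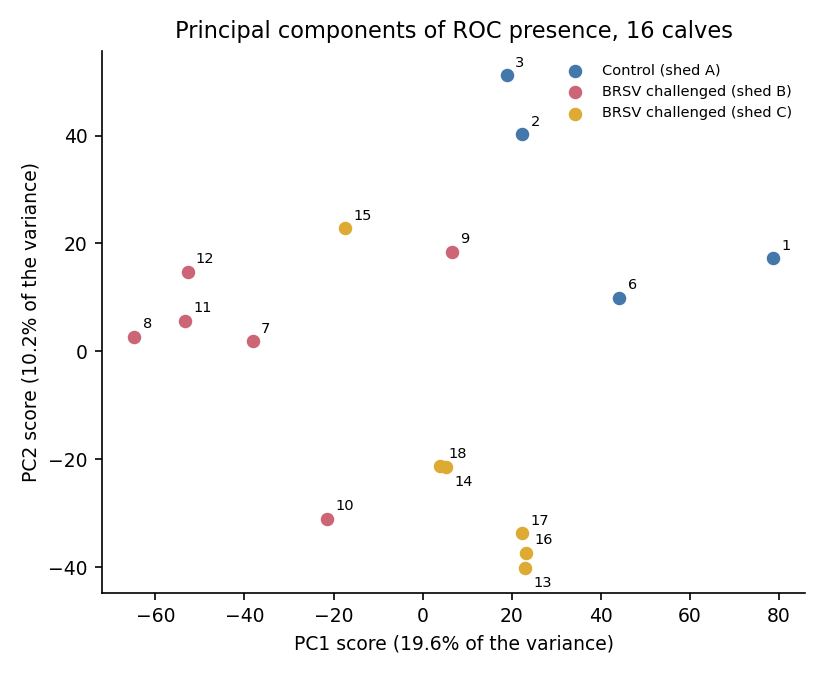
Scores of the 16 calves on PC1 (horizontal axis) and PC2 (vertical axis) of ROC presence, with one point per calf labelled by its calf ID and coloured by treatment and shed. Control calves 2 and 3 have the highest PC2 scores, 40.2 and 51.1, and control calf 1 has the highest PC1 score, 78.6.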

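Within the 12 BRSV challenged calves, 11 relations between a component and a measure of the libraries were tested, with metrics from the paper's Additional file 1. That of PC1 with the number of ROCs is partly built in. The number of ROCs is close to the sum of a calf's presence values in the PCA. PC1 fell as the number of ROCs rose (Pearson r = -0.972, permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 0.000110; Spearman rho = -0.930, permutation p = 5.00e-05, adjusted p = 0.000550). Without the 2 calves farthest from the median, r was -0.957, and it was -0.993 within shed B and -0.878 within shed C (n = 6 each; exact permutation p = 0.00278 and 0.0125). PC1 also fell with the percentage of reads that were properly paired and uniquely aligned (r = -0.735, permutation p = 0.00656, adjusted p = 0.0361; rho = -0.846, permutation p = 0.000820, adjusted p = 0.00451). Without the 2 farthest calves that r was also -0.735. It was -0.662 within shed B and -0.614 within shed C (n = 6 each; exact permutation p = 0.151 and 0.189), while rho was -0.0857 within shed B and -0.886 within shed C (exact permutation p = 0.919 and 0.0333). For the percentage of reads with a MAPQ score under 10, r with PC1 was 0.563 (permutation p = 0.0577, adjusted p = 0.159) and rho was 0.608 (permutation p = 0.0398, adjusted p = 0.110). Mitochondrial reads gave r = -0.525 with PC1 (permutation p = 0.0795, adjusted p = 0.175) and rho = -0.524 (permutation p = 0.0825, adjusted p = 0.181). The percentage of mitochondrial reads also rose with PC2 (r = 0.682, permutation p = 0.0156, adjusted p = 0.0573; rho = 0.755, permutation p = 0.00653, adjusted p = 0.0239). Within sheds this r was 0.382 in shed B and 0.737 in shed C (n = 6 each; exact permutation p = 0.343 and 0.0722) and rho was 0.543 and 0.886 (exact permutation p = 0.297 and 0.0333). Without the 2 farthest calves r was 0.568. The other 6 relations had an adjusted p of at least 0.255 for either coefficient. The quantity of library was not used here.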

The separation between samples on PC1 appeared to be caused by a combination of metrics determining library quality, including the percentage of reads which were properly paired and uniquely aligned, the percentage of reads with a MAPQ score less than 10, the percentage of mitochondrial reads and the quantity of library produced (Additional file 4).

**Fig. 1:**
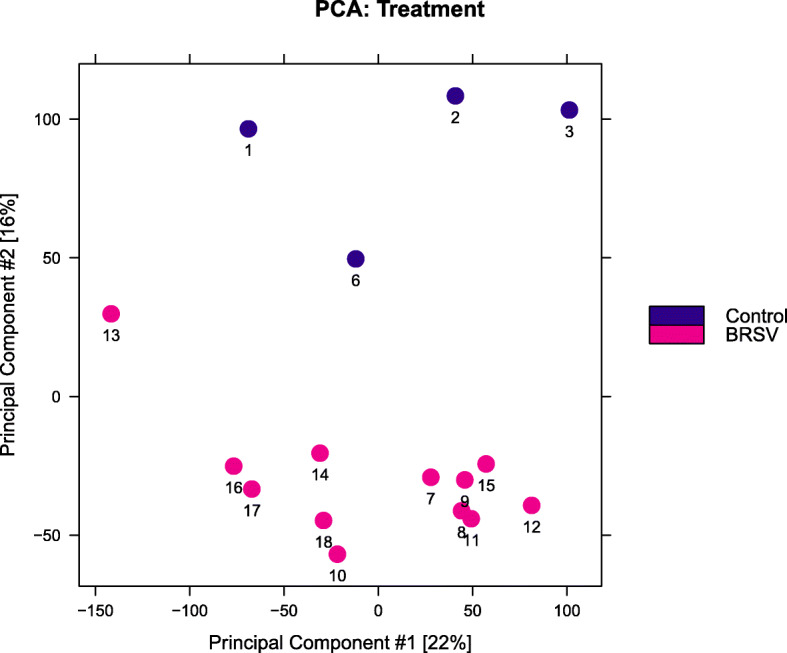
Principal component plot of bronchial lymph node ATAC-Seq regions of accessible chromatin (ROC) data. This plot was generated in Diffbind and illustrates the similarity of the BRSV challenged (*n* = 12) and control (*n* = 4) calves’ bronchial lymph node samples based on regions of accessible chromatin (ATAC-Seq ROCs). Bronchial lymph node tissue samples from BRSV challenged calves (Calf IDs 7 to 18) are coloured in pink and from control calves (Calf IDs 1, 2, 3 and 6) are coloured in purple

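The presence of a peak was compared between the 12 BRSV challenged calves and control calves 1, 2, 3 and 6 for each of the 57504 consensus ROCs with a 2-sided Fisher's exact test. After Benjamini-Hochberg adjustment over all of them, 0 ROCs were called in either direction by this test, and the smallest adjusted p was 0.188. At an unadjusted p under 0.05, 2256 ROCs were present in a larger share of the BRSV challenged calves and 85 in a larger share of the control calves. With lists of equal length these numbers were 469 and 283, and without control calf 1 they were 1976 and 273. Without calf 2, 3 or 6 the second was 190, 125 or 261. The smallest p that 12 calves against 4 allow is 0.000549, which 632 ROCs would have to reach to pass the adjustment. It was reached by 166 ROCs with a peak in 12 of 12 BRSV challenged and 0 of 4 control calves, and by 2 ROCs with the reverse. Those 2 lie on chromosome 14 from 13396154 to 13396471 and on chromosome 29 from 46953804 to 46954112. Of the 5 named from the 166 by the significance of their peaks, those on chromosome 6 (104807376 to 104808085), 18 (56465919 to 56466196), 23 (50474977 to 50475405) and 24 (46312129 to 46312435) had no peak in calf 5 either, but the last 3 lie beyond the end of its list. At the other, on chromosome 11 (103821102 to 103821723), calf 5 had a peak. The 5 ROCs with the smallest p in each of the paper's DeSeq2 and EdgeR tables make 8 ROCs, for which the paper reports 3 as more open in BRSV challenged and 5 in control calves. The 3 lie on chromosome 11 at 48710596 and 67236013, with a peak in 10 of 12 BRSV challenged and 0 of 4 control calves each (Fisher's exact p = 0.00824), and on chromosome 20 at 66602170, with a peak in 12 of 12 and 0 of 4 (Fisher's exact p = 0.000549). The 5 start at 106504010 on chromosome 6, 3584682 on chromosome 14, 71455264 on chromosome 20, 31710494 on chromosome 22 and 50670806 on chromosome 29. Each had a peak in 0 of 12 BRSV challenged calves and in control calves 2 and 3, but not in control calves 1 and 6 (Fisher's exact p = 0.0500). Calf 5, whose list covers the first 2 of them, had a peak at both. Calf 4, whose list covers those on chromosomes 6, 14, 20 and 22, had a peak at none of these. At equal list lengths, the difference in share, BRSV challenged minus control, shrank from 83.3 to 25 and 8.33 percentage points at the ROCs on chromosome 11 at 48710596 and 67236013. It shrank from -100 to -25 percentage points at the ROC on chromosome 14 with a peak in 4 of 4 control calves, and to -75 at the one on chromosome 29. Of the 5 ROCs with a peak in control calves 2 and 3 alone, 4 went from -50 to 0 percentage points, and the one on chromosome 20 to -25. It stayed at 100 percentage points at the ROC on chromosome 20 at 66602170 and at the 5 named from the 166, which had been chosen for their significant peaks.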

DeSeq2 (within Diffbind) identified 9144 differentially accessible ROCs between the BRSV challenged and control calves (Additional file 5), while EdgeR identified 5096 differentially accessible ROCs (Additional file 6). There were 2848 differentially accessible ROCs found by both DeSeq2 and EdgeR (Fig. 2). There were 2993, 1735 and 1034 genes located in or within 2 kb downstream of the ROCs predicted to be differentially accessible by the DeSeq2, EdgeR and both analyses, respectively (Fig. 3). There were 169, 110 and 76 genes located in or within 2 kb downstream of the differentially accessible ROCs predicted in the DeSeq2, EdgeR and both analyses, respectively, and that were also found to be differentially expressed in the BLN RNA-Seq analysis [22] (Fig. 3). The gene set (1034 genes located in or within 2 kb upstream of the ROCs predicted to be differentially accessible by both the DeSeq2 and the EdgeR analyses) and the gene set (76 genes differentially expressed in the BLN, which were located in or within 2 kb upstream of the differentially accessible ROCs predicted to be differentially accessible by both the DeSeq2 and the EdgeR analyses) served as input data for subsequent pathway and gene ontology (GO) analyses.

**Fig. 2:**
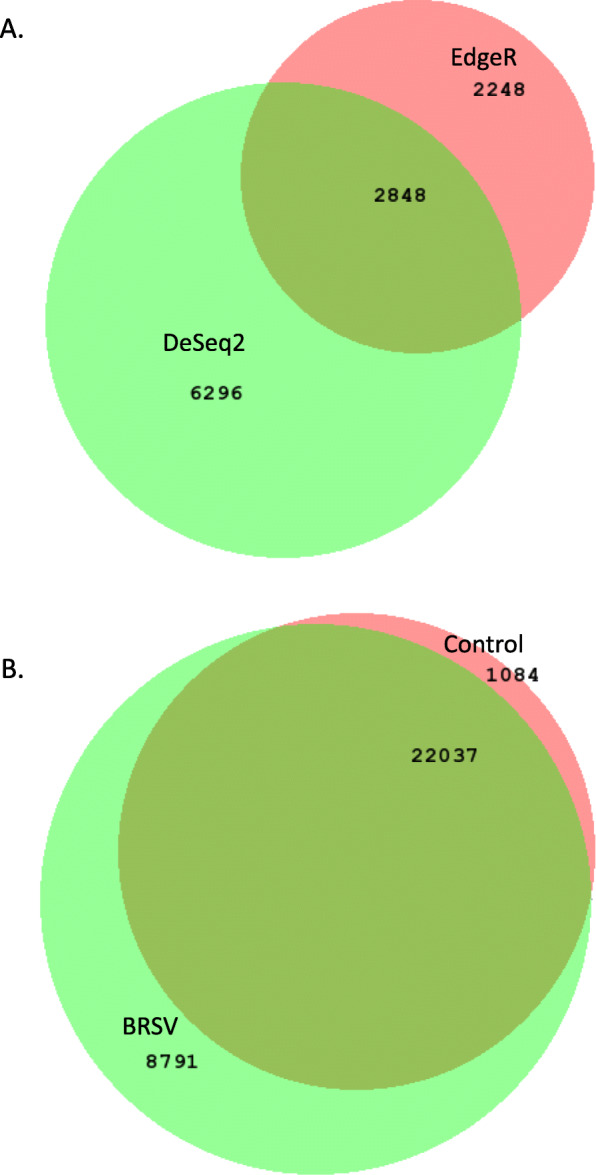
Venn diagrams showing the Diffbind accessibility and occupancy analysis results. Venn diagrams showing: **a** the number of ROCs which were predicted to be differentially accessible by DeSeq2 and EdgeR, and **b** the number of unique ROCs in bronchial lymph node tissue samples from BRSV challenged and control calves determined by Diffbind’s occupancy analysis. The Venn diagrams were produced using BioVenn [30]

**Fig. 3:**
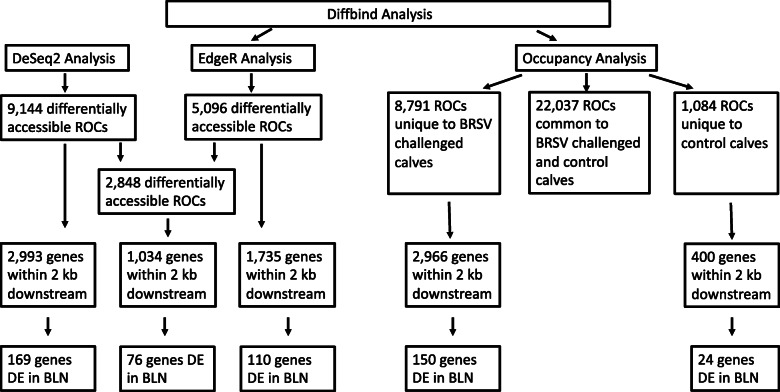
Flow chart illustrating the results of the Diffbind analysis. ROC = region of open chromatin. DE = differentially expressed. BLN = bronchial lymph node

Diffbind’s occupancy analysis identified 22,037, 8791 and 1084 ROCs common to both BRSV challenged and control calves, unique to BRSV challenged calves (Additional file 7) and unique to control calves (Fig. 3, Additional file 8), respectively (Fig. 2). 

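Group consensus ROCs, with a peak in at least 66% of the calves of a group (8 of 12 BRSV challenged calves or 3 of 4 control calves), numbered 30861 in the BRSV challenged and 23440 in the control calves. Their overlap gave 22037 ROCs common to both groups, 8791 unique to BRSV challenged calves and 1084 unique to control calves, a ratio of unique ROCs of 8.11. Unique ROCs were often present in single calves of the other group. Of those unique to BRSV challenged calves, 2007 (22.8%) had a peak in 0 control calves, 2811 (32.0%) in 1 and 3906 (44.4%) in 2. Of those unique to control calves, 26 (2.40%) had a peak in 0 BRSV challenged calves and 326 (30.1%) in 7 of the 12. With lists of equal length, 2518 ROCs were unique to BRSV challenged and 1773 to control calves, a ratio of 1.42. Single control calves also changed these counts. Without control calf 1, where 66% amounts to 2 of the 3 control calves left, 5359 ROCs were unique to BRSV challenged and 3682 to control calves. The number unique to control calves was 1973 without calf 2, 1958 without calf 3 and 3368 without calf 6. Between shed B and shed C, whose calves were all BRSV challenged, the same procedure gave 8219 ROCs unique to shed B and 1509 unique to shed C.

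**Figure D4:**
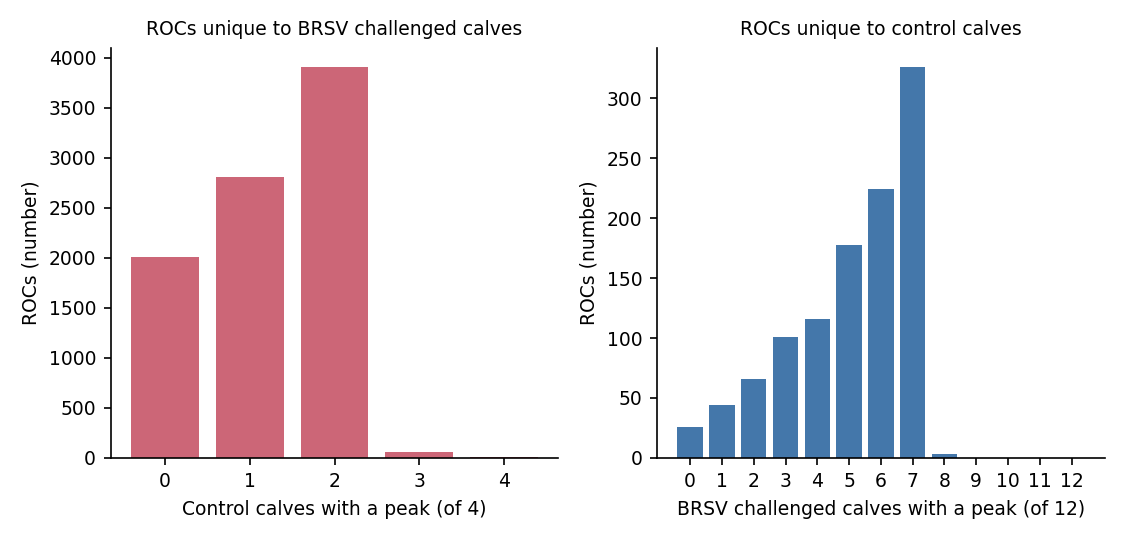
ROCs unique to BRSV challenged calves (left) and to control calves (right), by the number of calves of the other group that have a peak there (horizontal axes); bars give numbers of ROCs on vertical axes of different scale. The highest bars are 3906 ROCs with a peak in 2 of 4 control calves and 326 ROCs with a peak in 7 of 12 BRSV challenged calves.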

There were 2966 and 400 genes located in or within 2 kb downstream of the ROCs which were unique to BRSV challenged calves and unique to control calves, respectively (Fig. 3). There were 150 and 24 genes located in or within 2 kb downstream of the ROCs which were unique to BRSV challenged calves and unique to control calves, respectively, and were also found to be differentially expressed in the BLN RNA-Seq analysis [22] (Fig. 3). These gene sets (located in or within 2 kb upstream of the ROCs which were (i) unique to BRSV challenged calves, (ii) unique to control calves, (iii) unique to the BRSV challenged calves and differentially expressed and (iv) unique to the control calves and differentially expressed) were provided as input to subsequent pathway and GO analyses.

### Pathway and gene ontology analysis

#### Differentially accessible ROCs found by both Deseq2 and EdgeR

There were 16 enriched KEGG pathways among the closest downstream genes to the differentially accessible ROCs found in both the DeSeq2 and EdgeR analyses (Fig. 4, Additional file 9). There were 29 enriched GO biological process (BP) terms (Fig. 5), 8 enriched GO molecular function (MF) and 11 enriched GO cellular component (CC) terms in the annotations for the closest downstream genes to the differentially accessible ROCs found in both the DeSeq2 and EdgeR analyses (Additional file 9).

**Fig. 4:**
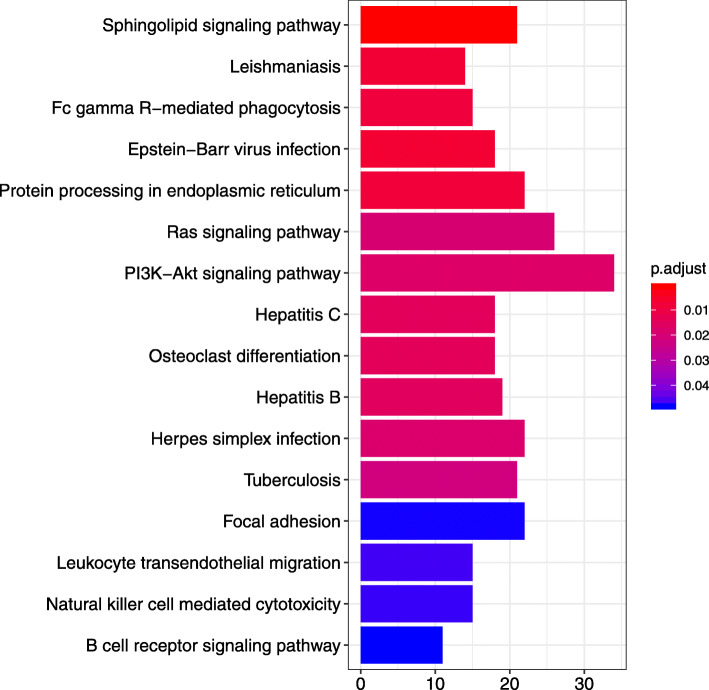
Bar chart of enriched KEGG pathways (*P* < 0.05, FDR < 0.05). Enriched KEGG pathways among the closest downstream genes to the ROCs found to be differentially accessible in bronchial lymph node tissue samples between BRSV challenged and control calves by both DeSeq2 and EdgeR. This plot was produced in ClusterProfiler based on the results of the “EnrichDAVID” function. The y-axis contains the pathway names and the x-axis defines the number of genes in each pathway which were downstream of a ROC. p.adjust = the Benjamini-Hochberg adjusted *P*-value for the enriched ontology term

**Fig. 5:**
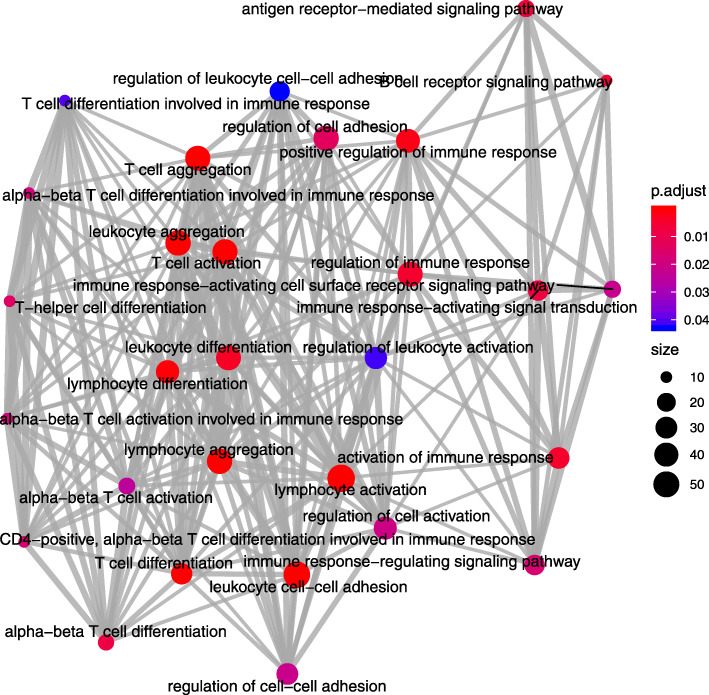
Emap plot of enriched “Biological Process” gene ontology terms (*P* < 0.05, FDR < 0.05). Enriched “Biological Process” gene ontology terms among the closest downstream genes to the ROCs predicted to be differentially accessible in bronchial lymph node tissue samples between BRSV challenged and control calves by both DeSeq2 and EdgeR. This plot was produced in ClusterProfiler based on the results of the “EnrichDAVID” function. p.adjust = the Benjamini-Hochberg adjusted P-value for the enriched ontology term. Size = the number of closest genes downstream to the differentially accessible region which belong to the enriched gene ontology term

Differentially expressed genes and their associated fold changes, *P*-values and FDR-values from the BLN RNA-Seq study [22] which were within 2 kb downstream of a differentially accessible ROC were input to Ingenuity Pathway Analysis (IPA) which identified 11 enriched pathways (Fig. 6). One enriched IPA function was predicted to be decreased (Replication of Herpesviridae) while two enriched IPA disease and molecular functions were predicted to be increased (Cellular homeostasis and Immune response of cells). DAVID enrichment analyses performed within ClusterProfiler indicated that innate immune response, an immune related GO BP term, was enriched.

**Fig. 6:**
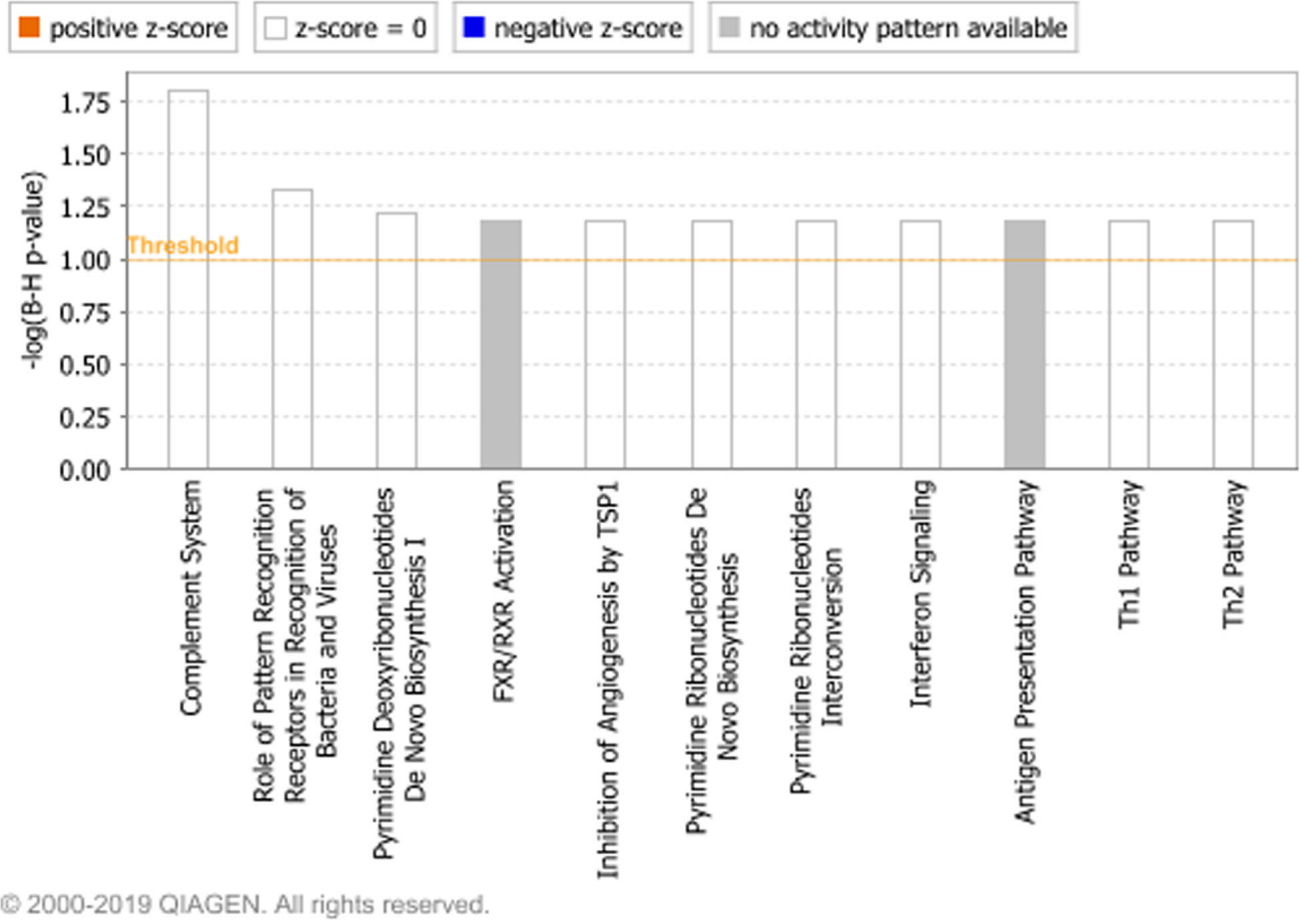
Enriched Ingenuity Pathway Analysis canonical pathways (*P* < 0.05, FDR < 0.1). Enriched pathways among the closest downstream genes to the ROCs predicted to be differentially accessible by both DeSeq2 and EdgeR, which were also predicted to be differentially expressed in the RNA-Seq analysis (*P* < 0.05, FDR < 0.1, fold change > 2). The pathways are shown on the x-axis and the –Log_10_ Benjamini-Hochberg adjusted *p*-values are displayed on the y-axis. The threshold is set to 1 which equals a Benjamini-Hochberg adjusted p-value of 0.1. Bars representing pathways with a positive, zero or negative z-score are coloured with orange, white or blue, respectively. Bars representing pathways where no activity could be determined from the z-score are coloured in grey

#### ROCs unique to BRSV challenged calves

There were 91 enriched KEGG pathways among the closest downstream genes to the ROCs revealed by the Diffbind occupancy analysis to be uniquely open in the BRSV challenged calves (Additional file 10). There were 187 enriched GO BP terms, 20 enriched GO MF and 41 enriched GO CC terms among the closest downstream genes to the ROCs shown by the Diffbind occupancy analysis to be uniquely open in the BRSV challenged calves (Additional file 10).

Differentially expressed genes (BRSV challenged vs. Control; *P* < 0.05, FDR < 0.1, FC > 2) within 2 kb downstream of a ROC unique to the BRSV challenged calves, and their associated fold changes, *P*-values and FDR-values from our RNA-Seq study [22], were input to IPA. Three enriched IPA molecular functions were predicted to be decreased, “neoplasia of cells”, “quantity of metal” and “incidence of tumor” and one enriched IPA molecular function was predicted to be increased “metabolism of nucleic acid component or derivative”.

#### ROCs unique to control calves

No enriched KEGG pathways were found among the closest downstream genes to the ROCs unique to the control calves identified by the Diffbind occupancy analysis. There were two enriched GO BP terms, “response to wounding” and “regulation of protein catabolic process”, and there were three enriched GO CC terms, “cell-substrate adherens”, “cell-substrate” and “focal adhesion”, among the closest downstream genes to the ROCs shown to be uniquely open in the control calves by the Diffbind occupancy analysis.

Genes within 2 kb downstream of a ROC uniquely found in the control calves which were also differentially expressed (both up- and down-regulated) in the bronchial lymph node, and their associated fold changes, P-values and FDR-values from our BLN RNA-Seq study [22], were input into IPA. There were two enriched IPA pathways; “Superpathway of Serine and Glycine Biosynthesis I” and “Serine Biosynthesis”. There were no enriched IPA diseases and molecular functions that were predicted to be either increased or decreased.

### Differentially accessible ROCs within BRD susceptibility loci

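Additional file 11 lists 287 ROCs in 59 BRD susceptibility loci, and their presence in the 16 calves was counted. As the paper chose these ROCs on the same calves, no test of the set was made. A peak was present in a larger share of the BRSV challenged calves at 199 of the 287 ROCs, in a larger share of the control calves at 35 and in equal shares at 53. With lists of equal length, the first of these numbers was 112 and the second 34. For the loci of Neibergs et al., a larger share of the BRSV challenged calves had a peak at 170 ROCs and a larger share of the control calves at 25. The share was equal at 42, of which 40 had a peak in all 16 calves. The paper's DeSeq2 fold change was positive at 203 of the ROCs in these loci, of which 166 had a peak in a larger share of BRSV challenged calves. It was negative at 34, of which 25 had a peak in a larger share of control calves.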

There were 237 differentially accessible ROCs identified by either DeSeq2 or EdgeR within 40 of the BRD susceptibility loci identified by Neibergs et al. [18] (Additional file 11). ROCs were identified upstream of, or within, positional candidate genes: *RDH14, BAALC, AZIN1, MAML2* and *DST* (Additional file 11). 

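Peaks at the ROCs that Additional files 11 and 12 list with these genes as their closest were counted in the 12 BRSV challenged calves and in control calves 1, 2, 3 and 6. Gene positions are those of these tables, on UMD3.1. For *RDH14* (ENSBTAG00000023928) the listed ROC, on chromosome 11 from 80261574 to 80262474, had a peak in all 16 calves. For *BAALC* (ENSBTAG00000026242) the ROC lies within the gene on chromosome 14, from 63461926 to 63462609. It had a peak in 12 of 12 BRSV challenged and 2 of 4 control calves (Fisher's exact p = 0.0500), and at equal list lengths its share of calves, BRSV challenged minus control, was -8.33 percentage points, against the direction over the whole lists. *AZIN1* (ENSBTAG00000007943) has 3 listed ROCs, 19845 to 62362 bp from the gene. The ROC from 63735788 to 63736207 on chromosome 14 had a peak in 11 of 12 BRSV challenged and 0 of 4 control calves (Fisher's exact p = 0.00275, adjusted p = 0.0632 over the 23 ROCs listed with *ZNF292* or a gene named here; at equal list lengths the difference was 8.33 percentage points). Control calf 5, outside this comparison, had a peak there. *MAML2* (ENSBTAG00000037962) has 13 listed ROCs, of which 1 lies in the gene and the others 13551 to 270951 bp from it. Its smallest p belonged to the ROC on chromosome 15 from 14190810 to 14191229, with a peak in 12 of 12 BRSV challenged and 1 of 4 control calves (Fisher's exact p = 0.00714, adjusted p = 0.0821). Control calves 4 and 5, outside this comparison, had a peak there too. At equal list lengths, its difference in share shrank from 75 to 33.3 percentage points. The ROC of *MAML2* from 14353331 to 14354399 changed direction at equal list lengths, with a share of BRSV challenged minus control calves of -16.7 percentage points. The 4 listed ROCs of *DST* (ENSBTAG00000021237), 50654 to 259121 bp from the gene, had peaks in 9 to 11 of 12 BRSV challenged and 2 to 4 of 4 control calves, with a smallest Fisher's exact p of 0.136. Those starting at 3171385 and 3379936 changed direction in the same way, to -25 percentage points each. At the ROC starting at 3189282 it was 25 percentage points with all 18 calves, and negative without calves 4 and 5. These ROCs of *DST* lie on chromosome 23, beyond the end of the list of control calf 5.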

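Among the ROCs of Additional file 11 in the loci of Lipkin et al., 10 had a peak in a larger share of the BRSV challenged calves, 2 in a larger share of the control calves and 4 in equal shares. In the regions for 3 week old calves of Quick et al., these numbers were 9, 1 and 5. For 6 week old calves they were 9, 7 and 2. At an unadjusted p under 0.05 of Fisher's exact test, 3, 2 and 1 of the ROCs of these sets differed between the groups.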

Sixteen differentially accessible ROCs were located within 7 BRD risk QTLs found in Israeli Holstein male calves by Lipkin et al. [25], 15 differentially accessible ROCs were within 7 chromosomal regions explaining the largest variance in BRD phenotypes of 3 week old calves identified by Quick et al. [20], 18 differentially accessible ROCs were within 4 large-effect BRD QTLs found in 6 week old calves by Quick et al. [20], and 1 differentially accessible ROC spanned SNP *rs29022960* which was suggestively associated with serum Immunoglobulin G concentration in Irish dairy calves [27] (Additional file 11).

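The loci listed in Additional files 11 and 12 were searched for ROCs unique to BRSV challenged calves. In the 45 listed loci of Neibergs et al., 206 such ROCs were found, in 42 of the loci. The same loci held 505 ROCs common to both groups. As only loci with a ROC are listed, no enrichment was tested.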

There were 206 ROCs uniquely present in BRSV-challenged calves located within 42 BRD susceptibility loci identified by Neibergs et al. [18] (Additional file 12). Furthermore, there were 8 uniquely accessible ROCs detected in the BRSV-challenged calves by the Diffbind occupancy analysis located within 5 BRD QTLs identified in Israeli Holstein male calves by Lipkin et al. [25], 11 uniquely accessible ROCs identified in BRSV-challenged calves located within 5 chromosomal regions explaining the greatest variance in BRD phenotypes in 3 week old calves by Quick et al. [20], and 20 ROCs unique to BRSV-challenged calves located within 4 QTLs explaining the greatest variance in BRD phenotypes in 6 week old calves identified by Quick et al. [20] (Additional file 12).

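In the 8 listed loci of Lipkin et al., 8 ROCs unique to BRSV challenged calves stood beside 27 common to both groups. For Quick et al., 11 stood beside 34 in 3 week old calves and 20 beside 29 in 6 week old calves. In the loci of all studies, 245 ROCs were unique to BRSV challenged calves. Of these, 45 (18.4%) had a peak in 0 of the 4 control calves, 88 (35.9%) in 1 and 109 (44.5%) in 2. The number was 73 at equal list lengths and 152 without control calf 1.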

## Discussion

To our knowledge, this is the first study to examine open chromatin regions in fresh bovine tissue samples, using ATAC-Seq, and has provided a reference resource of open chromatin regions in healthy and BRSV-challenged Holstein-Friesian calves. Chromatin is open during active gene transcription and for the regulation of transcription, as transcription factors can only be recruited to enhancers, upstream activator sequences, and proximal promoter elements of open chromatin [31]. Transcription factors subsequently recruit RNA polymerase to the core promoter for the initiation of mRNA transcription [31]. ATAC-Seq is a relatively novel, rapid, low cell input technique for the global identification of regions of open, accessible chromatin. It uses a hyperactive Tn5 transposase to insert adapter sequences into accessible chromatin regions, which can then be sequenced [28]. Omni-ATAC-Seq is a modified ATAC-Seq protocol that can be performed on frozen and fresh tissues and utilises an additional detergent step to reduce the transposition of mitochondrial derived sequences [32]. This is particularly advantageous as mitochondrial contamination is reduced and while fresh BLN tissue was utilised in this study, often it is not feasible to perform library preparation on fresh tissue immediately following collection due to a lack of available time, laboratory space, equipment or trained technicians. Furthermore, the Omni-ATAC-Seq protocol can be performed on well characterised, frozen archived tissues, to produce novel epigenetic insights [32]. The Omni-ATAC-Seq protocol was performed here to elucidate the ROCs in the BLN tissue of healthy (control) and BRSV-challenged Holstein-Friesian calves. Changes in chromatin states in response to disease status provide an insight into the regulation of the host’s transcriptional response to infection [33] and the corresponding epigenetic modifications directly induced by the pathogen [34].

ATAC-Seq has previously been performed on bovine rumen primary epithelial cells to discover changes in chromatin states induced by butyrate treatment [35], on bovine oocytes and early embryos to determine accessible chromatin regions [36], and on sorted bovine CD4+ and CD8+ primary T cells to profile accessible chromatin and identify conserved areas of open chromatin between ruminant, monogastric and bird species [37]. This study has added to the bovine chromatin accessibility knowledgebase by providing a synopsis of open chromatin regions in fresh BLN bulk tissue from 5 month old healthy dairy calves and from 5 month old dairy calves responding to an experimental challenge infection with BRSV. However, as this study utilised a specific domestic dairy breed, Holstein-Friesian, the BLN ROCs discovered may be specific to this breed type.

The majority of the ROCs found in the BLN of these dairy calves were located in protein coding genes which had previously been found to be expressed in the BLN tissue of these calves [22]. This was expected as actively transcribed genes must be at least partially accessible to RNA polymerase. Jaccard scores showed a reasonable degree of similarity between ROCs in pairwise sample comparisons; ROCs found in samples from control calves utilised in this study were 54% similar and those found in BRSV challenged calves were 59% similar to each other. Jaccard scores representing the similarity between samples within a treatment are not widely reported. However, similar Jaccard scores have been observed for stem cells and sorted blood lineage cells (0.45 to 0.60) and lower Jaccard scores for lung tumour tissues (0.10 to 0.30) [38]. As the ROCs were ascertained from DNA extracts from BLN bulk tissue samples, which contain a heterogenic mix of cell types, and because there is biological and technical variation among the analysed samples, we expected variation among samples, and a more uniform suite of ROCs would likely be generated using single cell ATAC-Seq. However, there are no published data describing the transcriptional response of individual cell types to BRSV, while there are studies describing changes in gene expression in bulk tissues [22–24], such as lung and lymph node tissues, including our RNA-Seq study [22] which elucidated the alterations in global gene expression induced in the same BLN tissue, from the same calves, and by the same BRSV challenge, as described in the present study. Therefore, it was necessary to perform the ATAC-Seq on bulk BLN tissue in order to be able to compare the ROCs with the differentially expressed genes resulting from the RNA-Seq. Samples separated out on PC2 of a PCA plot according to treatment (BRSV challenged vs. Control). There were more ROCs in the BLN from BRSV challenged calves than the control calves. This suggests that significant chromatin remodelling occurs in the BLN in response to BRSV challenge to enable the transcriptional activation of anti-viral and inflammation response genes, as the BLN is the site of antigen presentation and activation of Th1 and Th2 immune effector cells [39].

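The lists covered 17901309 ± 2852497 bp in the BRSV challenged calves (SD, n = 12) and 13156246 ± 3082365 bp in the control calves (SD, n = 6; exact permutation test, p = 0.00560). The median ROC width was 380 ± 30.2 bp (SD, n = 12) and 378 ± 26.9 bp (SD, n = 6), so the difference lay in the number of ROCs. On chromosomes 1 to 17, a comparison chosen after the data had been seen, the numbers were 25255 ± 3465 (SD, n = 12) and 20755 ± 7032 (SD, n = 6), and the difference was not detected (exact permutation test, p = 0.0836). Without calf 5, whose list held the most ROCs of all calves on these chromosomes, the difference was 7042 ROCs (exact permutation test, p = 0.00194). From the separation on PC2 and the larger number of ROCs in BRSV challenged calves, the paper proposes that chromatin is remodelled in the BLN after the challenge so that antiviral and inflammatory genes can be transcribed.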

The PC1 separation on the PCA plot was associated with a combination of metrics determining library quality, including the percentage of reads which were properly paired and uniquely aligned, the percentage of reads with a MAPQ score less than 10, the percentage of mitochondrial reads and the quantity of library produced, despite an identical library preparation protocol being performed for all samples. This indicates that ATAC-Seq library preparation introduces technical variation and there may also be biological variation among individuals suggesting that sufficient biological and perhaps also technical replicates may needed to enable the identification of differences in ROCs induced due to treatment.

The enriched pathways and GO terms associated with the closest downstream genes to the differentially accessible ROCs and the ROCs that were uniquely accessible in the BRSV challenged calves are primarily involved in the immune response, particularly the anti-viral response. This is important as it shows that the differentially and uniquely accessible regions of chromatin in the BLN of the BRSV challenged calves function as expected, in the immune-based transcriptional response to the virus. Enriched KEGG pathways including specific viral pathways (“Epstein-Barr virus infection”, “Influenza A”, “Hepatitis C”, “Hepatitis B”, “Herpes simplex infection”) and pathways related to pathogen recognition, cytotoxic and phagocytic cells “Fc gamma R-mediated phagocytosis”, “Natural killer cell mediated cytotoxicity”, “chemokine signalling pathway”, “Toll-like receptor signalling pathway”, “TNF signalling pathway”, “NF-kappa B signalling pathway” and “Leukocyte transendothelial migration”, further emphasize the increased transcription of genes involved in the innate and anti-viral immune responses. Similarly, the enriched GO terms associated with these genes including “T cell activation”, “T cell differentiation”, “T cell aggregation”, “T cell mediated immunity”, “interferon-gamma production”, “antigen receptor-mediated signalling pathway”, “immune response-activating signal transduction” and “T-helper cell differentiation”, demonstrate the inflammatory T-cell response in the BLN to BRSV challenge [39]. However, B cell receptor signalling was also an enriched KEGG pathway and GO terms associated with the antibody mediated B cell response were enriched, which is consistent with the notion that BRSV can bias the host’s acquired immune response towards a less efficient Th2 response [40].

There were enriched GO terms associated with the closest downstream genes of ROCs uniquely present in the BRSV-challenged calves that were related to neurotransmitter synapses, including dopaminergic synapse, serotonergic synapse, GABAergic synapse, glutamatergic synapse and cholinergic synapse. Lymphatic vessels contract and dilate in order to transport fluid, lipids and immune cells, and their contractibility is vital for the maintenance of homeostasis [41]. This suggests that infection with BRSV may affect the regulation of lymph vessel contractibility and/or vasodilation and may consequently affect the trafficking of immune effector cells to the site of infection. However, neurotransmitter synapses innervating lymphatic vessels need to be identified by immunohistochemistry or a similar technique with the capability of resolving molecular levels spatially.

Integrating the ATAC-seq detected ROCs with the differentially expressed genes from the BLN RNA-Seq study [22] revealed the dependence between differentially expressed genes and differentially accessible or uniquely accessible ROCs in the BRSV challenged relative to control calves. Differentially expressed genes involved in the innate immune response, the complement system, antigen presentation, the Th1 and Th2 signalling pathways, interferon signalling and pathogen recognition all had a differentially accessible ROC located either within, or within 2 kb upstream, of the gene. This confirms the positive relationship between regions of open chromatin and increased levels gene expression.

The identified ROCs which are differentially or uniquely open in the BRSV challenged calves are involved in the transcriptional and regulatory response (including transcription factor binding, DNA methylation, mRNA splicing and mRNA stability) to infection with BRSV. As complex traits, including BRD risk, are controlled by multiple small effect genetic variants and environmental factors, it is very difficult to identify causative disease associated variants [42]. However, as the differentially and uniquely accessible ROCs in the BLN in response to BRSV challenge are involved in the regulation of immune responses, they may be interrogated in future large scale or functional studies for the identification of variants associated with resistance to BRSV infection. There were several differentially accessible and uniquely accessible ROCs in the BLN of BRSV-challenged calves that were located in BRD susceptibility loci previously identified by GWAS [18, 20, 25]. These regions are likely to harbour causative genetic variants for BRD susceptibility, particularly to BRSV. These differentially open regions include positional candidate genes [18] including *RDH14, BAALC, AZIN1, MAML2* and *DST* as their closest downstream genes. These positional candidate genes are associated with various diseases or immune related functions. *RDH14* is involved in retinol metabolism [43], increased expression of *BAALC* has been implicated in myeloid leukemogenesis [44], mutations in *AZIN1* are associated with the progression of liver fibrosis during hepatitis C infection [45], *DST* is involved in the transport of herpes simplex virus 1 capsids to the nucleus of the host cell [46] and *MAML2* is associated with risk of mucoepidermoid carcinoma [47].

As 90% of variants identified by GWAS studies are located in non-protein-coding regions of the genome [42], elucidating the variants associated with BRD resistance which are located in differentially or uniquely open ROCs in the BRSV challenged calves could identify their roles in the regulation of gene expression in immune and anti-viral responses and could lead to improved disease resistance through selection on these variants. The *rs29022960* SNP in an intron of *ZNF292* was previously observed to be suggestively associated with serum Immunoglobulin G concentration, a measure of passive immune status, in Irish dairy calves [27] and is located in a differentially accessible ROC. 

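The ROC listed in Additional file 11 with this SNP lies on chromosome 9 of UMD3.1 from 63574283 to 63574601, within *ZNF292* (ENSBTAG00000046612). It had a peak in 5 of 12 BRSV challenged calves, 4 of them in shed B and 1 in shed C, and in 0 of 4 control calves (Fisher's exact p = 0.245). The difference in share, BRSV challenged minus control, was 41.7 percentage points, and 0 at equal list lengths. Control calf 5, whose list covers this chromosome, had no peak there either, nor had control calf 4.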

As calves with a superior passive-derived immunity are less likely to develop respiratory diseases [6], this SNP may be influencing gene regulatory events which impact immunity and the ability to resist BRD. The identification of causal BRD risk variants will enable more accurate and precise estimates of genetic merit for disease resistance across breeds of cattle than the common marker variants currently used in GWAS and genomic selection that are in linkage disequilibrium with causative mutations [18]. Their identification would allow their inclusion in the genotyping assays routinely used by the international beef and dairy cattle industries for the generation of healthier, more robust cattle with a greater potential to resist BRSV infection and subsequent BRD.

## Conclusions

This is the first study to use ATAC-Seq to eluicidate ROCs in fresh bovine tissue samples. The study has provided the bovine genomics research community with a comprehensive resource of ROCs identified in healthy and BRSV-challenged Holstein-Friesian calves. Differentially and uniquely accessible regions of chromatin found in calves experimentally challenged with BRSV are located close to genes involved in the immune response, particularly the anti-viral response. Several BRD risk QTLs previously identified by GWAS are located within differentially and uniquely accessible ROCs found in this study. These ROCs may harbour genetic variants that create biological variation in the transcriptional and regulatory response to infection by BRD. Further interrogation of the variants in these regions for their association with risk of BRD will identify markers that will be broadly useful across breeds for use in breeding programmes to improve the genetic merit of health traits in beef and dairy cattle.

## Methods

### Animal model

The animal model has been published in Johnston et al. [22]. Briefly, clinically healthy Holstein-Friesian calves (Mean age 143 ± 14 days, Mean weight 155 ± 14 kg) were either challenged with BRSV inoculum (10^3.5^ TCID_50_/ml × 15 ml) (*n* = 12) (BRSV challenged) or mock challenged with phosphate buffered saline (*n* = 6) (Control) by aerosol inhalation, at the Agri-Food Biosciences Institute (AFBI), Stormont, Belfast, UK. Clinical assessments were performed daily. On day 7 relative to the challenge, calves were euthanised by captive bolt, the lungs were removed, assessed and scored by a veterinary practitioner and respiratory associated tissues (bronchial, retropharyngeal and mediastinal lymph nodes, pharyngeal tonsil) were collected. The workspace and instruments were thoroughly cleaned and disinfected with bleach, 75% ethanol and RNaseZap, before tissue collection and between euthanisation of animals. Bronchial lymph node tissues were harvested immediately and transported on ice to the laboratory for the first stage of ATAC-Seq library preparation (cell lysis, nuclei isolation and transposition).

### ATAC-Seq library preparation

ATAC-Seq libraries were prepared from 2 mg of fresh BLN tissue according to the Corces et al. [32] “Omni-ATAC” protocol with a modification of the transposase enzyme quantity from 2.5 μl to 5 μl. Bronchial lymph node tissue was lysed using a tissue dounce, and nuclei were obtained by density centrifugation. Nuclei were counted with a light microscope and 50,000 nuclei were transposed for 30 min, at 37 °C in a thermomixer (1000 RPM). The Tn5 transposase enzyme (5 μl) and the TD reaction buffer 25 μl from the Illumina Nextera DNA library preparation kit (cat no. FC-121-1030) (Illumina, Inc., San Diego, California) were used in the transposition reaction. The transposed DNA was purified using the Zymo DNA Clean and Concentrator-5 kit (Cambridge Bioscience, United Kingdom). The libraries were frozen at − 80 °C and transported on dry ice to Teagasc Grange, Dunsany, Ireland where the second stage of ATAC-Seq library preparation (PCR amplification) was performed.

Libraries were initially PCR amplified in an Eppendorf 5331 Mastercycler Gradient v2.30.31 thermocycler for 5 cycles to incorporate the Illumina Nextera i5 and i7 indexes from the Nextera Index Kit (cat no. FC-121-1011). Real time qPCR was carried out on 5 μl of each library using the Applied Biosystems 7500 FAST RT-PCR equipment v2.0.1 (Applied Biosystems, California, USA) to determine the optimal number of additional PCR cycles to be performed on each of the libraries. The number of additional PCR cycles was determined by plotting the linear reaction versus cycle and determining the cycle number which corresponded to one third of the maximum florescence intensity [32]. The libraries were each PCR amplified for the appropriate number of additional cycles and were then purified with the Zymo DNA Clean and Concentrator-5 kit (Cambridge Bioscience, United Kingdom).

The quality of the ATAC-Seq libraries was examined using an Agilent 2100 Bioanalyser (Agilent Technologies Ireland Ltd.; Dublin, Ireland) with an Agilent High Sensitivity DNA kit (Agilent Technologies Ireland Ltd.; Dublin, Ireland). Libraries were quantified with a Qubit Fluorometer.

### Sequencing of ATAC-Seq libraries

ATAC-Seq libraries were shipped frozen at − 80 °C on dry ice to the University of Missouri’s DNA Core Facility for high-throughput sequencing (75 bp paired-end) on an Illumina NextSeq 500.

### Bioinformatics and data analysis of ATAC-Seq libraries

Sequence reads (FASTQ format) were examined for quality using FastQC (version 0.11.8) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and 3′ trimmed for Nextera adapters, low quality reads (quality score < 20), ambiguous nucleotides, and poly-G artefacts resulting from the NextSeq’s two-colour chemistry, using CutAdapt (version 1.18). Trimmed reads were quality assessed with FastQC and all reads passed the basic quality statistics, following adapter trimming. Reads were aligned to the UMD3.1 bovine reference genome assembly using Bowtie2 (version 2.3.4) [48] and alignments were output as bam files. Fragment size distribution graphs were created with Picard (version 2.18.23–0) (http://broadinstitute.github.io/picard/) (Additional file 13). Mitochondrial reads, reads with a MAPQ < 10 and reads which did not align to the reference genome were removed using Samtools (version 1.9) [49]. Picard (version 2.18.23–0) mark duplicates was used to determine the number of duplicate sequence reads. Peak calling (q < 0.01) was performed with MACS2 (version 2.1.4) [50], using the BAMPE model and removing all duplicate reads.

Bedtools (version 2.27.1) [51] Jaccard was used for pairwise comparisons of all samples to determine the number of peak intersections and to score the similarity between samples.

Diffbind (version 2.14.0) [52, 53] was used to identify differentially accessible regions (peaks). Peaksets from MACS2, and associated metadata, for each sample were read into Diffbind within R (version 3.6.1 (2019-07-05) -- “Action of the Toes”). A single set of unique genomic intervals (referred to here as ROCs) covering all the peaks within all samples (a consensus peakset) was derived from all overlapping peaks. The number of reads which overlapped each consensus peak interval (ROC) for each sample was quantified. DeSeq2 [54] and EdgeR [55] were employed within Diffbind for the identification of ROCs which were differentially accessible between the BRSV challenged and control calves (*P* < 0.05, FDR < 0.05). Additionally, ROCs unique to either BRSV challenged calves or control calves were determined using Diffbind’s occupancy analysis. Consensus ROCs for BRSV challenged calves and for control calves were generated with the requirement that peaks overlapped in at least 66% of the samples within each of the BRSV challenged or control sample groups. The ROCs which were unique to the BRSV challenged calves and to the control calves were identified. Bedtools (version 2.27.1) closest was used to determine the closest genes downstream of the identified ROCs.

### Pathway and gene ontology analysis

Three gene lists were created with each containing the closest genes within 2 kb downstream of the ATAC-Seq ROCs which were: 1) differentially accessible between the BRSV challenged and control calves in both Diffbind’s EdgeR and DeSeq2 analyses, 2) uniquely present in the BRSV challenged calves, and 3) uniquely present in the control calves. These three gene lists were separately input into ClusterProfiler (version v3.14.0) [56] in R (version 3.6.1), for DAVID (version 6.8) pathway and GO analysis [57–59] using the “EnrichDAVID” function. The annotation types interrogated included: “GOTERM_BP_ALL”, “GOTERM_MF_ALL”, “GOTERM_CC_ALL” and “KEGG_PATHWAY”. Pathways and GO terms from the DAVID ClusterProfiler analyses were considered enriched at a *P*-value of less than 0.05 and an FDR of 5%.

The three gene lists were merged in R (version 3.6.1) with the genes found to be differentially expressed in the RNA-Seq dataset (*P* < 0.05, FDR < 0.1, FC > 2) [22], to obtain three new lists comprising only the genes which were differentially expressed in the BLN. These genes, along with their corresponding RNA-Seq fold changes, FDR and *P*-values were examined for over-represented pathways, cellular and molecular functions, using the Ingenuity Pathway Analysis (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis), according to the manufacturer’s instructions [60]. Within IPA, Fisher’s exact test was used with the Benjamini-Hochberg correction for multiple testing for the identification of over-represented pathways and over-represented molecular and cellular functions with a FDR of 10%. Additionally, IPA’s regulation Z-score algorithm, which predicts increases or decreases in functions based on directional changes in the differentially expressed genes was used to predict differences in the over-represented cellular and molecular functions. IPA software considered cellular and molecular functions with a regulation Z-score value of ≥2.0 to be significantly increased and cellular and molecular functions with a regulation Z-score value of ≤ − 2.0 to be significantly decreased. These genes and their corresponding RNA-Seq fold changes were further analysed for enriched KEGG pathways and GO terms using the “EnrichDAVID” function in ClusterProfiler. Pathways and GO terms from the DAVID ClusterProfiler analyses were considered enriched at a P-value of less than 0.05 and an FDR of 5%.

### Comparison of differentially accessible ROCs with BRD susceptibility associated loci and genetic variants

The ROCs found to be: (i) differentially accessible by either Diffbind’s DeSeq2 or EdgeR analyses, or (ii) uniquely accessible in BRSV-challenged calves, were compared with: BRD susceptibility loci identified by Neibergs et al. [18], QTLs explaining variance in BRD phenotypes in 3 or 6 week old calves identified by Quick et al. [20], QTLs and SNPs associated with BRD risk in Israeli Holstein male calves identified by Lipkin et al. [25], SNPs associated with lung lesion severity determined by Keele et al. [26], and SNPs found to be associated with passive immune and disease traits in Irish dairy and beef calves by Johnston et al. [27]. The differentially accessible ROCs, and the ROCs that were predicted to be unique to BRSV-challenged calves, that were located within the BRD susceptibility loci or that contained a BRD associated SNP, were identified using Bedtools (version 2.27.1) intersect. The closest genes downstream of the ROCs that were either differentially accessible or unique to the BRSV-challenged calves were identified using Bedtools (version 2.27.1) closest.

## Supplementary Information

**Additional file 1.** Sequence read statistics: the total read numbers, percentages of mapped reads, mitochondrial mapped reads and duplicate reads, the non-redundant fractions and the number of reads used for peak calling.

**Additional file 2.** Matrix displaying the number of peaks per sample, the number of peak intersections between pairwise comparisons and the BEDtools Jaccard similarity score between pairwise comparisons.

**Additional file 3.** Flow chart illustrating ROCs proximity to protein-coding genes. ROC = region of open chromatin. BLN = bronchial lymph node.

**Additional file 4. **Principal component analysis plots. Principal component plots of ATAC-Seq regions of accessible chromatin (ROC) data for bronchial lymph node tissue samples from BRSV challenged and control calves. These plots were generated in Diffbind and illustrate the similarity of the BRSV challenged (*n* = 12) and control (*n* = 6 and/or *n* = 4) calves’ bronchial lymph node samples based on ATAC-Seq ROC. Bronchial lymph node tissue samples from BRSV challenged calves (Calf IDs 7 to 18) are coloured in pink and from control calves (Calf IDs 1 to 6) are coloured in purple. a) Principal component analysis (PCA) plot of all samples. b) PCA plot after removal of control samples 4 and 5. c) PCA plot with superimposed percentages of reads properly paired and uniquely aligned. d) PCA plot with superimposed percentages of mitochondrial reads per library. e) PCA plot with superimposed percentages of reads with a MAPQ score less than 10. f) PCA plot with superimposed non-redundant fractions. g) PCA plot with superimposed number of additional qPCR cycles performed during library preparation. h) PCA plot with superimposed library quantities produced (ng/μl).

**Additional file 5. **Differentially accessible regions (peaks) from the DeSeq2 analysis within the Diffbind R package, between BRSV challenged and control calves (*P* < 0.05, FDR < 0.05).

**Additional file 6. **Differentially accessible regions (peaks) from the EdgeR analysis within the Diffbind R package, between BRSV challenged and control calves (*P* < 0.05, FDR < 0.05).

**Additional file 7.** Regions (peaks) unique to BRSV challenged calves identified through Diffbind’s occupancy analysis.

**Additional file 8.** Regions (peaks) unique to the control calves identified through Diffbind’s occupancy analysis.

**Additional file 9. **Enriched KEGG pathways and “Biological process (BP)”, “Molecular Function (MF)” and “Cellular Component (CC)” Gene Ontology (GO) terms (*P* < 0.05, FDR < 0.05) among the closest downstream genes to the regions found to be differentially accessible between BRSV challenged and control calves by both DeSeq2 and EdgeR.

**Additional file 10. **Enriched KEGG pathways and “Biological process (BP)”, “Molecular Function (MF)” and “Cellular Component (CC)” Gene Ontology (GO) terms (*P* < 0.05, FDR < 0.05) among the closest downstream genes to the regions uniquely open in the BRSV challenged calves.

**Additional file 11.** The regions (peaks) which were differentially accessible in either DeSeq2 or EdgeR, which were positioned in previously identified BRD susceptibility loci and BRD associated marker variants.

**Additional file 12.** The regions (peaks) which were uniquely accessible in BRSV-challenged calves, which were positioned in previously identified BRD susceptibility loci and BRD associated marker variants.

**Additional file 13.** Fragment size distribution graphs created with Picard for the samples from the control calves (S1-S6) and the BRSV challenged calves (S7-S18). FR = forward reverse orientation. RF = reverse forward orientation.

## Data Availability

All sequence data produced in this study have been deposited to the NCBI GEO repository and are available through the series accession number GSE148056.

## Abbreviations

AFBI: Agri-Food Biosciences Institute
ATAC-Seq: Assay for Transposase-Accessible Chromatin using Sequencing
BLN: Bronchial lymph node
BP: Biological process
bp: Base pair
BRD: Bovine Respiratory Disease
BRDC: Bovine Respiratory Disease Complex
BRSV: Bovine Respiratory Syncytial Virus
CC: Cellular component
FC: Fold change
FDR: False discovery rate
GO: Gene ontology
GWAS: Genome wide association study
IPA: Ingenuity Pathway Analysis
kb: Kilobase
MF: Molecular function
PBS: Phosphate buffered saline
PCA: Principal component analysis
qPCR: Quantitative polymerase chain reaction
ROC: Region of open chromatin
QTL: Quantitative trait locus
SD: Standard deviation
SEM: Standard error of the mean
SNP: Single nucleotide polymorphism
TCID_50_: Fifty-percent tissue culture infective dose
Th: T helper

# Supplementary material for: ATAC-Seq identifies regions of open chromatin in the bronchial lymph nodes of dairy calves experimentally challenged with bovine respiratory syncytial virus
**Source:** BMC Genomics. 2021 Jan 6;22:14. doi: 10.1186/s12864-020-07268-5
**Supplement:** Supplementary file 3 — Additional file 3. Flow chart illustrating ROCs proximity to protein-coding genes. ROC = region of open chromatin. BLN = bronchial lymph node.

57,504 ROCs (Diffbind Consensus Peakset)

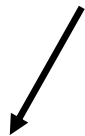

28,635 ROCs either **within or 2 kb upstream** of protein-coding (non-mitochondrial or Y chromosome) genes

26,518 ROCs within 2 kb upstream of a protein coding gene were closest to a gene expressed in the BLN

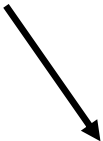

27,061 ROCs located **within** protein-coding (non-mitochondrial or Y chromosome) genes

25,192 ROCs within a protein coding gene were closest to a gene expressed in the BLN

ROC = Region of open chromatin, BLN =Bronchial lymph node

# Supplementary material for: ATAC-Seq identifies regions of open chromatin in the bronchial lymph nodes of dairy calves experimentally challenged with bovine respiratory syncytial virus
**Source:** BMC Genomics. 2021 Jan 6;22:14. doi: 10.1186/s12864-020-07268-5
**Supplement:** Supplementary file 4 — Additional file 4. Principal component analysis plots. Principal component plots of ATAC-Seq regions of accessible chromatin (ROC) data for bronchial lymph node tissue samples from BRSV challenged and control calves. These plots were generated in Diffbind and illustrate the similarity of the BRSV challenged (n = 12) and control (n = 6 and/or n = 4) calves’ bronchial lymph node samples based on ATAC-Seq ROC. Bronchial lymph node tissue samples from BRSV challenged calves (Calf IDs 7 to 18) are coloured in pink and from control calves (Calf IDs 1 to 6) are coloured in purple. a) Principal component analysis (PCA) plot of all samples. b) PCA plot after removal of control samples 4 and 5. c) PCA plot with superimposed percentages of reads properly paired and uniquely aligned. d) PCA plot with superimposed percentages of mitochondrial reads per library. e) PCA plot with superimposed percentages of reads with a MAPQ score less than 10. f) PCA plot with superimposed non-redundant fractions. g) PCA plot with superimposed number of additional qPCR cycles performed during library preparation. h) PCA plot with superimposed library quantities produced (ng/μl).

Additional File 4. Principal component analysis plots.

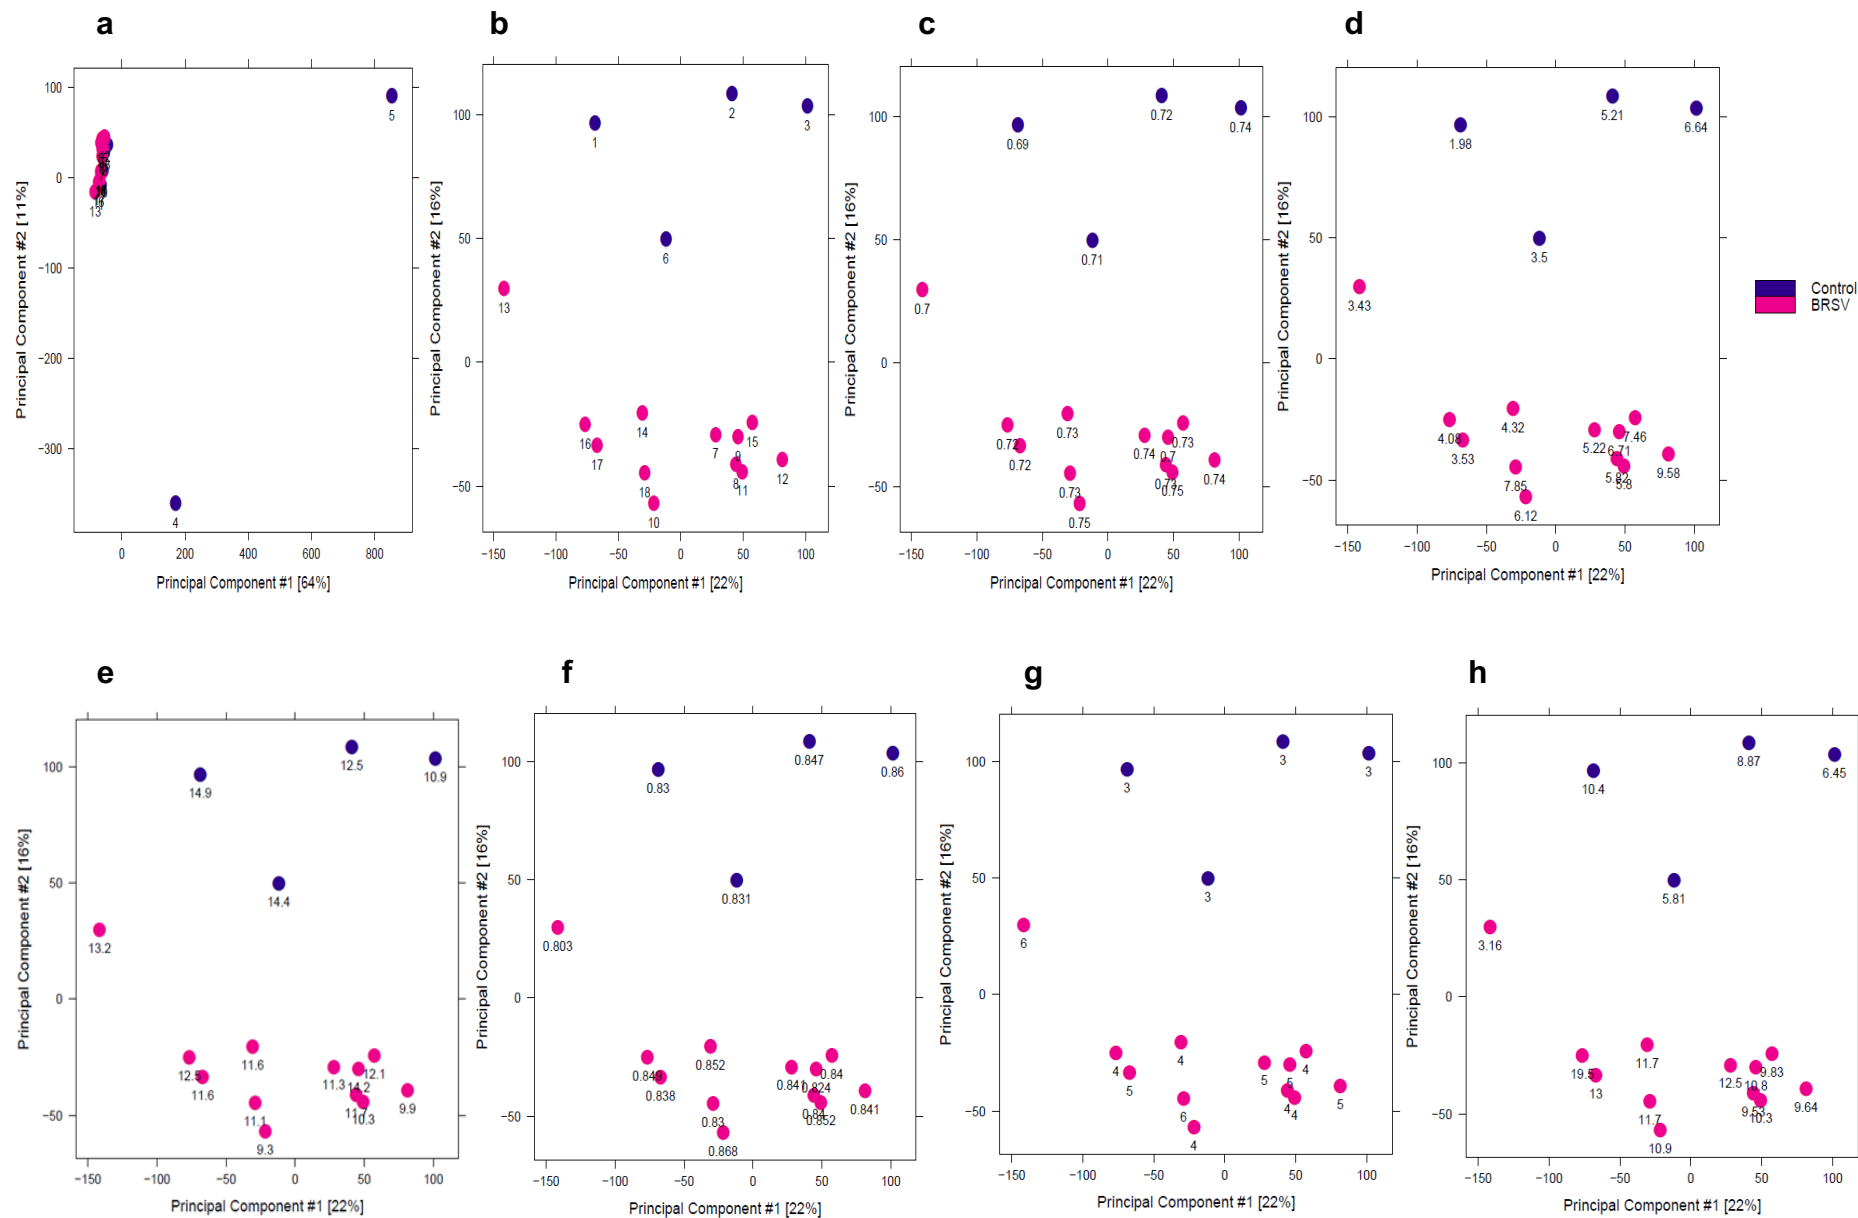

Principal component plots of ATAC-Seq regions of accessible chromatin (ROC) data for bronchial lymph node tissue samples from BRSV challenged and control calves. These plots were generated in Diffbind and illustrate the similarity of the BRSV challenged (n=12) and control (n=6 and/or n=4) calves' bronchial lymph node samples based on ATAC-Seq ROC. Bronchial lymph node tissue samples from BRSV challenged calves (Calf IDs 7 to 18) are coloured in pink and from control calves (Calf IDs 1 to 6) are coloured in purple. a) Principal component analysis (PCA) plot of all samples. b) PCA plot after removal of control samples 4 and 5. c) PCA plot with superimposed percentages of reads properly paired and uniquely aligned. d) PCA plot with superimposed percentages of mitochondrial reads per library. e) PCA plot with superimposed percentages of reads with a MAPQ score less than 10. f) PCA plot with superimposed non-redundant fractions. g) PCA plot with superimposed number of additional qPCR cycles performed during library preparation. h) PCA plot with superimposed library quantities produced (ng).

How the deposited data were processed for this re-analysis (not part of the article)

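ATAC-Seq libraries of BLN tissue from 12 BRSV challenged calves, 6 of shed B and 6 of shed C, and 6 control calves, all of shed A, were analysed, with 1 library per calf. The sheds are those of the sample labels. The authors trimmed the reads, aligned them to UMD3.1 with Bowtie2 and removed mitochondrial reads, unaligned reads and reads with a low MAPQ score. They then called peaks in each calf separately with MACS2, which removed duplicates, so that the lists start after these steps. For each peak the authors deposited its position and a display score, which is the whole part of 10 times the −log10 q that MACS2 gave. The fold enrichment of each peak over the local background of its own library was also computed by the authors with MACS2, and is not comparable between libraries. The deposited −log10 p and −log10 q values were computed by the authors with MACS2 against the same background and grow with the depth of a library. Library metrics (fragments used for peak calling, percentages of mitochondrial reads, of reads with a MAPQ score under 10, of duplicates and of properly paired and uniquely aligned reads) came from the paper's Additional file 1.

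Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and, for plots, matplotlib 3.10.9. Positions are printed with the first base of a chromosome as 1. The Jaccard score is the length shared by both lists over the length covered by either, and was checked against bedtools 2.31.1. Consensus ROCs were made by merging peaks that overlap by at least 1 bp and keeping regions with a peak in at least 2 calves. A ROC of a group had a peak in at least 66% of its calves, and was unique when it overlapped no ROC of the other group. PCA was run on the matrix of calves by consensus ROCs, coded 1 for a peak and 0 for none, centred and not scaled. As in the paper, control calves 4 and 5 were used for the number of ROCs, the Jaccard scores and the first PCA, and left out after that.

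Group means were compared by exact permutation of the calf labels over all splits. Presence of a peak was compared per ROC by Fisher's exact test, with Benjamini-Hochberg adjustment and a threshold of 0.05. Correlations were computed within the 12 BRSV challenged calves with 100000 permutations, and within sheds and control calves with all permutations. Of the 10 relations between the number of ROCs and a library metric, 1 passed the adjustment: with the percentage of properly paired and uniquely aligned reads in the BRSV challenged calves (Spearman rho = 0.797, permutation p = 0.00276, adjusted p = 0.0276; Pearson r = 0.688, permutation p = 0.0143, adjusted p = 0.0602). Without the 2 calves farthest from the median that r was 0.686, and it was 0.659 within shed B and 0.181 within shed C (n = 6 each; exact permutation p = 0.175 and 0.669). The rho, which alone had passed, was 0.0286 within shed B and 0.600 within shed C (exact permutation p = 1 and 0.242). In the 6 control calves r was 0.912 for the same metric (exact permutation p = 0.0181, adjusted p = 0.0602; rho = 0.886, exact permutation p = 0.0333, adjusted p = 0.0833).

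ROCs were named in the text by a rule. It took the 5 ROCs with the smallest p in each of the paper's Additional files 5 and 6, whose values had been seen. It also took every ROC that Additional files 11 and 12 list with *RDH14*, *BAALC*, *AZIN1*, *MAML2*, *DST* or *ZNF292* as the closest gene. Among the ROCs with the smallest Fisher p in each direction, it took the 5 whose peaks ranked highest in significance within their lists; towards the control calves there were 2. The rule, the tests, the groups and most alternatives were chosen before the data were examined, and later additions are named in the closing section. The alternatives were a −log10 q of at least 4, chromosomes 1 to 29 alone, shares of 50%, 75% and 100%, a region covered by at least 50%, consensus ROCs of at least 1 or 3 calves, principal coordinates, single sheds, all 18 calves, 4 BRSV challenged calves in place of 12, each calf left out in turn, and equal list lengths. For equal list lengths, every list was limited to as many of its most significant peaks as the shortest list used holds. This also removes ROCs of a real gain of open chromatin. Smaller or reversed differences at equal list lengths thus do not show a technical cause.

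The procedure was tested on simulated data. Among 57504 regions, 200 were given a peak with a chance of 95% in BRSV challenged and 5% in control calves. Of these, 200 were unique to BRSV challenged calves by occupancy, 197 had a Fisher's exact p under 0.05 and 0 were called after adjustment. With 1000 changed regions at 99% and 1%, 858 were called, and so were 31 of the others. Neither 200 regions at 99% and 1% nor 1000 regions at 95% and 5% gave a call. With no changed region, 0 were called and 1.90% had an unadjusted p under 0.05. A peak absent from a list means that none passed the threshold of MACS2 at the depth of that library, not that the chromatin is closed; intervals for counting error were not computed, because the lists hold no read counts.

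Additional files 5, 6 and 7 were used for 1998 ROCs each. Of the ROCs used from Additional files 5, 6, 7, 8 and 12, every ROC had the same start and end as one made here, and from Additional file 11 it was 286 of 287. Distances to genes, motifs, functional terms and the comparison with RNA-Seq were not analysed here, since gene positions on UMD3.1 were not used here beyond those in Additional files 11 and 12.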

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

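The comparison of shed B with shed C was planned; the tests of explanations in this part were chosen only after the results had been seen. In shed B, in shed C and in the control calves with and without calves 4 and 5, the gap between the highest or lowest calf and its nearest neighbour was divided by the range of the group and compared with Dixon's 95% critical value. Of 62 groups over 16 measures, 8 had such a calf. Chance gives this in about 1 in 20 groups, and several of the measures depend on each other.

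Calf 13 of shed C had a mean Jaccard score of 0.516 with the 17 other calves, against 0.557 to 0.573 in the other calves of its shed, and of 0.522 on chromosomes 1 to 17. Its gap at equal list lengths was still 0.717 of the range of the shed, beyond the critical value, which argues against the length of its list as the whole cause. Its peaks were the widest of all calves, with a median of 445 bp. When a region was counted as shared whatever the width of the peaks, the gap was 0.642 of the range, slightly beyond the critical value, which argues against the width as the whole cause. Calf 13 also had the highest percentage of duplicates of all calves, 7.45%. Whether that, another technical difference or a difference of this calf in its response lies behind the scores was not tested.

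Control calf 5 scored 117 on PC2 of the PCA of 18 calves, far from the other control calves. On chromosomes 1 to 17, which its list covers, its gap was 0.0452 of the range of the control calves. A list that stops on chromosome 18 is a candidate explanation for the distance. PC2 on chromosomes 1 to 17 comes from a separate PCA and need not be the same axis. Calf 5 also had 5.90% duplicates, against 2.37% to 3.41% in the other control calves, for which no explanation was tested.

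On PC2 of the PCA of 16 calves, calf 10 scored -31.0, against 1.87 to 18.5 in the other calves of shed B. Calf 15 scored 22.8, against -40.2 to -21.2 in the other calves of shed C. At equal list lengths, the gap of calf 10 was 0.402 of the range of its shed and that of calf 15 was 0.00244, both within the critical value. PC2 at equal list lengths comes from a separate PCA and need not be the same axis. Peak lists of different length are thus left open as an explanation for both distances. No biological explanation was tested.

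Calf 12 had 9.58% mitochondrial reads, against 5.22% to 6.71% in the other calves of shed B. Calf 9 had 70.45% properly paired and uniquely aligned reads, against 73.3% to 74.81% in the other calves of that shed, and with 33766 the fewest ROCs of them. No explanation was tested for either calf. Without calf 12, shed B exceeded shed C by 6168.77 ROCs (exact permutation test, p = 0.0303), and without calf 9 by 8573.77 (exact permutation test, p = 0.00216).

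Shed B calves had 6823.67 more ROCs than shed C calves, although all were BRSV challenged, and 5 of the 6 exceeded every calf of shed C (exact permutation test, p = 0.0195). With the number of fragments in a linear model, the difference was 6938.29 ROCs (permutation test, p = 0.0146), and shed B had fewer fragments than shed C, 17280573.5 against 17659668.5 per calf (exact permutation test, p = 0.842). This argues against more fragments in shed B as the cause. Divided by fragments, the difference was 398.174 ROCs per 1000000 fragments (exact permutation test, p = 0.110). With the percentage of properly paired and uniquely aligned reads in the model, the difference was 4650.42 ROCs (permutation test, p = 0.0502), so that a difference in library quality and a difference between the sheds cannot be told apart with 12 calves. With each calf left out, the difference was 5653 to 8574 ROCs. The course of the infection in each shed, a biological explanation, was not tested.

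Control calf 5, which the paper left out of the occupancy analysis, had a peak at 83.0% of the 5792 ROCs on chromosomes 1 to 17 that were unique to BRSV challenged calves. Control calves 1, 2, 3 and 6 had a peak at 11.0% to 48.5% of the ROCs found without them, and BRSV challenged calves at 65.3% to 95.5%. Calf 5 also had a peak at 87.5% of the 647 ROCs unique to control calves. With lists of equal length its share of the ROCs unique to BRSV challenged calves was 49.4%, within the 35.3% to 61.0% of the other control calves. The high share may thus come from its long list on these chromosomes. At equal list lengths, a BRSV challenged calf mislabelled as control is argued against, because 49.4% lies below the lowest BRSV challenged calf, 65.2%. The Jaccard scores of calf 5 on chromosomes 1 to 17 go the other way. Their mean was 0.531 with the 12 BRSV challenged calves and 0.442 with the 5 other control calves. As these scores use lists of different length, a wrong label is neither shown nor excluded by them. Calf 4 had a peak at 28.1% of the ROCs unique to BRSV challenged calves as deposited and at 47.7% at equal list lengths.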

How the results depend on the processing

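Alternatives limited to chromosomes 1 to 17, and those that leave out a control calf for the named ROCs and for the ROCs of Additional file 11, were chosen only after the results had been seen; the others were planned. Where no cause is named, the cause was not tested.

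The number of ROCs per calf was higher in BRSV challenged calves under 9 of 9 alternatives, and past the threshold under 7. Per 1000000 fragments the difference was 169.211 (exact permutation test, p = 0.564), and on chromosomes 1 to 17 it was 4499.67 (exact permutation test, p = 0.0836). For the latter, calf 5 decides: without it the difference was 7042 (exact permutation test, p = 0.00194). With each of the 18 calves left out, the highest p was 0.00598 (exact permutation test). Shed B exceeded shed C past the threshold under 3 of 4 alternatives and without each calf in turn, but by 398.174 per 1000000 fragments (exact permutation test, p = 0.110).

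The Jaccard score of BRSV challenged pairs exceeded that of control pairs past the threshold under 4 of 5 alternatives. Without calves 4 and 5 the difference was 0.0521 (exact permutation test, p = 0.246). It was 0.0721 to 0.150 with each calf left out, lowest without calf 5 and only then short of the threshold (exact permutation test, p = 0.0827). Fewer control pairs, and the loss of those with a list that stops early, are part of these alternatives. The excess of pairs of the same treatment over pairs of different treatment was past the threshold under all 5 alternatives, at 0.0589 to 0.0833, and without each calf in turn.

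Treatment explained 2.56% of PC1 at equal list lengths (exact permutation test, adjusted p = 0.550) and 21.0% with all 18 calves on chromosomes 1 to 17 (exact permutation test, adjusted p = 0.0577). Over the left-out control calves it explained 20.0% to 39.4% of PC1, and without calf 1 it was not past the threshold (exact permutation test, adjusted p = 0.0923). The other 4 alternatives kept PC1 past the threshold, with 48.3% in principal coordinates (exact permutation test, adjusted p = 0.00659). For PC2, 13.8% was explained there (exact permutation test, adjusted p = 0.149). The other 5 alternatives and each left-out calf kept PC2 past the threshold, at 26.6% to 77.2% and 29.8% to 53.4%. The 26.6% came from all 18 calves, where PC2 set apart calf 5, with a score of 117. The other control calves scored -10.2 to 16.0 there and overlapped the BRSV challenged calves, at -29.0 to 8.76. Each alternative was a PCA of its own, so its PC1 and PC2 need not be the same axes.

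The number of ROCs unique to BRSV challenged calves stayed within 1.5 times the main count under 9 of 15 alternatives. It was 4419 when all calves of a group had to have a peak, 2518 at equal list lengths, 2007 when no calf of the other group could have a peak and 13940 with shed B alone. On chromosomes 1 to 17, where fewer ROCs can be counted, it was 5792, and 4936 with all 18 calves. ROCs unique to control calves numbered 2724 at a share of 50%, 1773 at equal list lengths, 3140 when peaks had to cover at least 50% of the region, 26 when no BRSV challenged calf could have a peak and 647 on chromosomes 1 to 17. ROCs common to both groups numbered 13993 on chromosomes 1 to 17 and stayed within 1.5 times the main count under the other 14 alternatives. Without a control calf, the ROCs unique to BRSV challenged calves ranged from 5359 (without calf 1) to 7721, and those unique to control calves from 1958 to 3682. The latter were 3682 without calf 1, 1973 without calf 2, 1958 without calf 3 and 3368 without calf 6. With 3 control calves, 2 suffice for 66%, which makes a ROC of the control group easier to reach. Under each of these alternatives, more ROCs were unique to BRSV challenged than to control calves.

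Fisher's exact test called 0 ROCs in either direction under 9 of 10 alternatives, and 67 in more BRSV challenged calves with all 18 calves. At an unadjusted p under 0.05, it gave 469 to 4837 ROCs in more BRSV challenged calves and 80 to 283 in more control calves. Both 469 and 283 came from equal list lengths, where the imbalance of 2256 to 85 was thus much smaller. With a control calf left out, the 85 became 273 (without calf 1, against 1976), 190 (calf 2), 125 (calf 3) or 261 (calf 6). In simulated data the test called 858 of 1000 regions changed to 99% and 1%, but 0 of 200 such regions and 0 of 1000 at 95% and 5%, so a count of 0 leaves room for fewer or weaker differences. Consensus ROCs stayed within 1.5 times the main count under all 4 alternatives, at 51942 to 80359.

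In the BRD loci, the ROCs unique to BRSV challenged calves numbered 73 at equal list lengths, and 152 (without calf 1) to 217 without a control calf. The ROCs of Additional file 11 with a peak in a larger share of BRSV challenged calves numbered 112 at equal list lengths, and those in a larger share of control calves 34. Of the 38 named ROCs, 7 were past the threshold at equal list lengths, against 12 as deposited. Of these, 6 and 7 had been named for their small Fisher p, so the counts largely follow from the choice of ROCs. Adjusted over the 23 ROCs listed with a named gene alone, 0 passed. This set also holds ROCs listed only as unique to BRSV challenged calves. Differences in share (BRSV challenged minus control) changed sign at equal list lengths for the ROCs starting at 63461926 on chromosome 14 (-8.33 percentage points), 14353331 on chromosome 15 (-16.7), and 3171385 and 3379936 on chromosome 23 (-25 each). With all 18 calves, the sign changed for the ROC starting at 3189282 on chromosome 23 (25 percentage points), beyond the end of the list of calf 5. Of the 10 relations of the number of ROCs with a library metric, 1 was past the threshold both as deposited and with the stricter threshold on −log10 q.

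Alternatives for the share of ROCs in genes and for the genes of unique ROCs were not run, since gene positions on UMD3.1 were not used here. No paired analysis was possible because no calf was sampled under both treatments. The depth of the libraries limits which ROCs were detected, and the number of fragments was not equal between calves.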

Differences from the paper's values

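The paper gives the mean number of reads used for peak calling with an error of 64571, without naming its kind. From the paper's Additional file 1, the SD over the 18 calves was 6457072.7 and the SEM 1521946.6, while the mean of 33140166.9 matched after rounding. The SD divided by 100 is 64570.7, which rounds to the printed error. No alternative was set for this value.

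The paper gives 57504 consensus ROCs for all samples, where the 18 calves gave 59765 here. Without calves 4 and 5, an alternative set before the data were examined, the count was 57504.

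The paper places the separation by treatment on PC2 and proposes library metrics for PC1. Here treatment explained 39.6% of PC1 and 39.8% of PC2, and the groups overlapped on both. At equal list lengths, also set before the data were examined, a separate PCA gave 2.56% on PC1 and 77.2% on PC2. The groups did not overlap on that PC2. The paper's PCA used read counts and the one here the presence of peaks.

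The paper describes calves 4 and 5 as different from every other sample in its first PCA. Here calf 5 was far from the others on PC2, but calf 4 lay near control calf 1 on PC1 (71.5 and 74.9) and within the other control calves on PC2 (10.4).

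The paper calls ROCs differentially accessible from read counts. Fisher's exact test on the presence of peaks called 0 ROCs, with 2256 and 85 at an unadjusted p under 0.05, and 469 and 283 at equal list lengths. Of the settings tried, 1 gave any call: with all 18 calves, set before the data were examined, 67 ROCs were called in more BRSV challenged calves.

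The paper reports *RDH14* and the other candidate genes with differentially accessible ROCs. At the ROC of *RDH14*, every calf had a peak. Over the ROCs listed for *RDH14*, *BAALC*, *AZIN1*, *MAML2* and *DST*, and that of *ZNF292*, 23 in all, an adjusted p under 0.05 was reached at 0, and the smallest was 0.0632.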

Other observations

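In this part, the counts over other splits of the calves were planned. So were the number of ROCs without calves 4 and 5, its division by fragments and its relations with library metrics. Its comparison between sheds B and C was planned too. Equal list lengths were planned for the unique ROCs and the PCA of the treatments, and 4 in place of 12 BRSV challenged calves for unique ROCs. Fisher's exact test with all 18 calves or with single sheds was also planned. The other tests in this part were chosen only after the results had been seen.

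The lists of control calves 4 and 5 end 88.4% and 69.5% of the way through the chromosomes, while the other 16 lists reach chromosome X. Calf 5 had a mean Jaccard score of 0.505 on chromosomes 1 to 17, within the range of the other control calves, so its low score over the whole genome is consistent with the missing part of its list. A library with few peaks along the whole genome is argued against, because calf 5 had 33469 ROCs on these chromosomes, the most of all 18 calves. For calf 4 the score was 0.483. Control calf 1, whose list is complete, scored lower (0.449) and had fewer ROCs than calf 4 on these chromosomes, so the early end of the list of calf 4 cannot be told apart from a short list along the whole genome. The paper's percentage of reads with a MAPQ score under 10 was 24.2% for calf 4 and 38.8% for calf 5. If reads aligned beyond the end of each list were lost and counted as removed, the percentages would be 14.3% and 11.8%, against 9.30% to 14.9% in the other calves. The same correction moves the non-redundant fraction from 0.740 to 0.836 and from 0.576 to 0.830, against 0.803 to 0.868. These values are consistent with alignments that stopped early as the source of the low library complexity of both calves, in place of reads with several positions in the genome, but the alignments themselves were not used here.

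The larger number of ROCs in BRSV challenged calves was tested against technical explanations. Without calves 4 and 5 it was still 9503.67 ROCs, which argues against their incomplete lists as the whole cause. With the number of fragments in a linear model the difference was 9869.27 (permutation test, p = 0.00976), and in neither group did the number of ROCs rise detectably with fragments. In the BRSV challenged calves r was 0.120 (permutation p = 0.704, adjusted p = 0.783 over 10 relations) and rho 0.0909 (permutation p = 0.781, adjusted p = 0.781). That r was 0.219 without the 2 farthest calves, 0.653 in shed B and -0.686 in shed C. In the 6 control calves r was -0.706 (exact permutation p = 0.114, adjusted p = 0.190) and rho -0.771 (exact permutation p = 0.103, adjusted p = 0.171), and r was -0.479 without the 2 farthest. This argues against fragments as the whole cause in a linear model, although division by fragments left a difference of 169.211 that was not detected. With the percentage of properly paired and uniquely aligned reads in the model it was 5627.05 (permutation test, p = 0.0207), so library quality may account for part of it. Duplicates made up 5.04% in the BRSV challenged and 3.04% in control calves 1, 2, 3 and 6 (exact permutation test, p = 0.0132), with 11 of 12 BRSV challenged calves above each of these control calves. With this percentage in the model the difference was 7181.74 (permutation test, p = 0.0746), so that treatment and a difference in duplicates cannot be told apart. Treatment and shed A cannot be told apart, since no shed held both groups and the sheds B and C, of the same treatment, already differed by 6823.67 ROCs. A response to BRSV remains open as the biological explanation.

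More ROCs were unique to BRSV challenged than to control calves. The ratio was 8.11 as deposited and 1.42 at equal list lengths, so that much of it goes with the longer lists of the BRSV challenged calves. Whether these lists are longer for a technical reason or through a real gain of open chromatin cannot be told from this, as either would shrink the ratio. Unequal group sizes are argued against: 4 BRSV challenged calves in place of 12 gave 9780.5 unique ROCs (median of 100 draws). A difference between sheds cannot be told apart from treatment, as shed B against shed C gave 8219 ROCs unique to shed B and a ratio of 5.45. At equal list lengths the sheds gave 4282 and 2818 ROCs, a ratio of 1.52.

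The counts were compared with splits of the 16 calves into 12 and 4, of which 100 were drawn with the real one among them. For ROCs unique to the group of 12, 1 of 100 splits, the real one, reached 8791, and the highest other, with 2 control and 2 shed C calves as the group of 4, gave 8559. With lists of equal length 3 of 100 splits reached 2518, and the highest other, again with 2 control and 2 shed C calves, gave 2708. Both shares of splits lie under 0.05, which argues against chance. The 100 splits are a draw from 1820, and the shares were not adjusted for the several counts compared. The 3 of 100 at equal list lengths is thus weak evidence. For ROCs unique to the group of 4, 93 of 100 splits reached 1084 (highest other 8595, with 2 shed B and 2 shed C calves), and at equal list lengths 37 of 100 reached 1773 (highest other 2496, with 4 shed C calves), so chance cannot be excluded. With Fisher's exact test at an adjusted p under 0.05, all 100 splits gave 0 ROCs in each direction. As every split reaches a count of 0, this says nothing about chance, which cannot be excluded. At an unadjusted p under 0.05, 1 of 100 splits, the real one, reached 2256 ROCs in a larger share of the group of 12. The highest other gave 1424, which argues against chance. Against the control calves, shed B alone gave 3720 such ROCs and shed C alone 1605.

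In the PCA of 16 calves at equal list lengths, treatment explained 2.56% of PC1 and 77.2% of PC2. A separation by treatment thus remained when the lists had the same length. The components of this PCA were not matched to those of the whole lists. The values therefore cannot tell whether list length lies behind PC1 or PC2 of the whole lists. Shed explained 18.4% of PC2 at equal list lengths among the BRSV challenged calves (exact permutation test, p = 0.154). Since all control calves were in shed A, a difference between sheds and one between treatments cannot be told apart on PC2.

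Among ROCs on chromosomes 1 to 17 found in exactly 2 of the 16 calves, control calf 5 had a peak at 67.9% of those of 2 control calves and at 25.9% of those of 2 BRSV challenged calves. This comparison was picked after several subsets had been tried. The difference of 42.0 percentage points was higher than in every other split of the calves (one-sided exact permutation test, p = 0.000549, the smallest possible), but at equal list lengths it was 23.7 (one-sided exact permutation test, p = 0.0885). The control calves may share ROCs that the BRSV challenged calves lack, and this cannot be told apart from the long list of calf 5. At equal list lengths calf 5 had a peak at 67.2% of the ROCs unique to control calves, against 35.6% to 55.7% in the other control calves and 38.4% to 55.8% in the BRSV challenged calves. This goes against the length of its list, but for the other control calves the set was made from 3 control calves in place of 4, so the question stays open. For calf 4 the difference was 3.77 percentage points (one-sided exact permutation test, p = 0.158).

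In the 287 ROCs of Additional file 11, the paper's DeSeq2 fold change was positive at 238 of 244 ROCs (97.5%) with an FDR under 0.05, and the paper's EdgeR fold change at 67 of 116 (57.8%). Over all 287 ROCs, both fold changes were positive at 238. In the first 1998 ROCs of Additional files 5 and 6 these shares were 97.5% and 49.8%. The DeSeq2 fold change exceeded that of EdgeR by a median of 0.36 with an SD of 0.0647 over ROCs, where the DeSeq2 fold changes themselves had an SD of 0.745. A shift common to all ROCs, as a difference in normalization would give, is a candidate explanation for the unequal balance of directions among the ROCs with an FDR under 0.05.

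Of the 153 pairs of calves, 26 had a Jaccard score that differed from the paper's Additional file 2 by more than 0.0001, by at most 0.0217. Each was a pair of calf 4 or 5 with one of calves 6 to 18, and all 26 matched when chromosome X and unplaced contigs were left out. ROCs on chromosome X and unplaced contigs may thus have been left out of the paper's scores for these pairs. The autosomes after the end of a list that stops early were kept in the matching scores.

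Of the 67 ROCs that Fisher's exact test called in more BRSV challenged calves with all 18 calves, 40 (59.7%) lay beyond the end of the list of calf 5, against 32.5% of all ROCs tested. A ROC there counts as absent in calf 5, so these 40 calls and missing chromosomes cannot be told apart. The other 27 lie within both incomplete lists, but small p beyond the ends of the lists lowers their adjusted p too. On chromosomes 1 to 17 alone, where 26 of them lie, 0 ROCs were called with all 18 calves, and the smallest adjusted p was 0.0821. As any differences on the other chromosomes are then left out as well, these calls and missing chromosomes cannot be told apart either.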
